# Genome-wide CRISPR screen reveals the synthetic lethality between BCL2L1 inhibition and radiotherapy

**DOI:** 10.26508/lsa.202302353

**Published:** 2024-02-05

**Authors:** Ling Yin, Xiaoding Hu, Guangsheng Pei, Mengfan Tang, You Zhou, Huimin Zhang, Min Huang, Siting Li, Jie Zhang, Citu Citu, Zhongming Zhao, Bisrat G Debeb, Xu Feng, Junjie Chen

## Abstract

Radiation therapy (RT) is one of the most commonly used anticancer therapies. However, the landscape of cellular response to irradiation, especially to a single high-dose irradiation, remains largely unknown. In this study, we performed a whole-genome CRISPR loss-of-function screen and revealed temporal inherent and acquired responses to RT. Specifically, we found that loss of the IL1R1 pathway led to cellular resistance to RT. This is in part because of the involvement of radiation-induced IL1R1-dependent transcriptional regulation, which relies on the NF-κB pathway. Moreover, the mitochondrial anti-apoptotic pathway, particularly the BCL2L1 gene, is crucially important for cell survival after radiation. BCL2L1 inhibition combined with RT dramatically impeded tumor growth in several breast cancer cell lines and syngeneic models. Taken together, our results suggest that the combination of an apoptosis inhibitor such as a BCL2L1 inhibitor with RT may represent a promising anticancer strategy for solid cancers including breast cancer.

## Abstract (precis)

Unbiased whole-genome CRISPR/Cas9 screening reveals that loss of BCL2L1 shows synthetic lethality with radiation, which is further confirmed with the use of BCL2L1 inhibitor. Thus, radiation plus inhibitors targeting BCL2 family proteins is a promising combination therapy for cancers.

## Introduction

Radiation therapy (RT) is a widely used and essential treatment modality in cancer (Barton et al, 2014); ∼50% of all cancer patients receive RT either as a standalone treatment or in combination with surgery or chemotherapy (Delaney et al, 2005; Kocakavuk et al, 2021). Although radiotherapy has been proven to be effective in numerous cases, substantial challenges persist, which center on avoiding radiation resistance and enhancing radiation sensitivity (Kim et al, 2015). Significant endeavors have been devoted to unravel the mechanisms involved in the acquisition of radioresistance (Shimura et al, 2010; Barker et al, 2015). Indeed, prior studies revealed multiple factors dedicated to these phenomena, encompassing heightened DNA damage responses, the quiescent nature of cancer stem cells, dysregulated signaling pathways such as PI3K/mTOR and NF-ƙB, epithelial-to-mesenchymal transition (EMT), and the impact of tumor microenvironment including hypoxia (Fokas et al, 2012; Gray et al, 2019; Sato et al, 2019). To achieve better tumor control, it is crucial to identify biomarkers that can help overcome radiation resistance and/or improve radiation sensitization (Begg et al, 2011). The use of combination therapies, such as RT combined with chemotherapy or targeted agents, could potentially enhance the efficacy of radiation therapy.

With the advancement of genome-wide clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 screening and analytical tools, pooled genome-wide CRISPR/Cas9 screening has emerged as a potent and highly sensitive approach for elucidating genetic interactions in human cells (Hart et al, 2015). CRISPR/Cas9 has been extensively employed to unveil synthetic lethal relationships with anticancer drugs, aiming to identify genetic vulnerabilities and explore new combination therapies for potential clinical trials (Shalem et al, 2014; Huang et al, 2023). In this study, we conducted single guide RNA (sgRNA) screening in conjunction with high-dose ionizing radiation treatment in MCF10A cells, with the goals of uncovering genes and pathways associated with radiation sensitivity and resistance.

BCL2-like protein 1 (BCL2L1) belongs to the anti-apoptotic BCL2 protein family (Morales-Martínez & Vega, 2022). BCL2 family proteins are key regulators responsible for maintaining the balance between cell life and death. They control mitochondria membrane permeabilization, allowing the release of apoptogenic factors, including cytochrome C (Cory & Adams, 2002). Structurally, all BCL2 family proteins contain, at least one of, four conserved regions of a homologous sequence called the BCL2 homology (BH) domains 1–4 and a hydrophobic C-terminal region acting as a transmembrane anchor. Among these regions, the BH1 and BH2 domains are essential for dimerization with pro-apoptotic proteins, whereas the BH3 domain appears in all BCL2 family members and is critically important for the interaction between pro-apoptotic and anti-apoptotic proteins (Pistritto et al, 2016). Accordingly, the BCL2 clan is divided into pro-survival members, such as BCL2, BCL2L1, BCL-W, MCL-1, and A1, and pro-apoptotic members, such as BAX and BH3-only proteins, which are required to initiate apoptosis. Compared with the other family members, both *BCL2L1* and *BCL2* have a longer sequence connecting the N-terminal region containing the BH4 domain and the BH3 domain (Lee & Fairlie, 2019). BCL2 family genes are highly related to tumor development and prognosis among various cancers, and *BCL2L1* is one of the most common amplified genes in cancer. Abnormal genetic expression of the BCL2 family members has been associated with worsened outcomes in breast cancer (Merino et al, 2017; Wang et al, 2020a) and lung cancer (Qin et al, 2019). Previous studies indicated BCL2 to be related to paclitaxel resistance in ovarian cancer (Yin et al, 2021), and up-regulation of *BCL2L1* has been implicated in platinum and PARP inhibitor resistance in ovarian cancer (Guo et al, 2021). Thus, *BCL2L1* may contribute not only to tumor development but also to therapy resistance.

In this study, we found that loss of *BCL2L1* showed synthetic lethal interaction with irradiation via unbiased whole-genome CRISPR/Cas9 screening, which was further confirmed with BCL2L1 inhibitors in vitro and in vivo. Thus, our results provide a promising and rational combination, that is, radiation plus BCL2 inhibitors, for cancer treatment.

## Results

### Whole-genome CRISPR screens in breast epithelial cells with a single high dose of radiation

To identify genetic vulnerabilities to irradiation in breast cancer, we conducted unbiased whole-genome CRISPR/Cas9 screens in MCF10A breast epithelial cells. The reason we chose a mammary epithelial cell line MCF10A rather than a human breast cancer cell line is that normal cells may not exhibit as much heterogeneity and genetic alternations as tumor cell lines, which allows us to explore all possible genetic determinants of cellular response to radiation therapy. In addition, regardless the cell line we chose for this screen, subsequent validation experiments using additional cell lines, especially cancer cells, are needed to confirm our conclusions.

The CRISPR screen workflow is shown in Fig 1A. Briefly, cells were infected with the Toronto KnockOut (TKOv3) sgRNA library virus as previously described (Wang et al, 2022). Then cells were cultured and passaged for about 20 doublings after puromycin selection. At day 5, all cells were treated with 20 Gy of irradiation. Genomic DNA extracted from different groups of cells was amplified, sequenced, and analyzed. We performed bioinformatic analysis to confirm that the screen data were reliable (Fig S1A–C). Genes were then ranked according to their NormZ scores after DrugZ analysis (Fig 1B and C, Table S1). Positive NormZ scores (sgRNA enrichment after radiation) suggested genes whose loss confers radiation resistance in MCF10A cells, and negative NormZ scores (sgRNA depletion after radiation) indicated genes whose loss leads to radiation sensitization.

**Figure 1.**
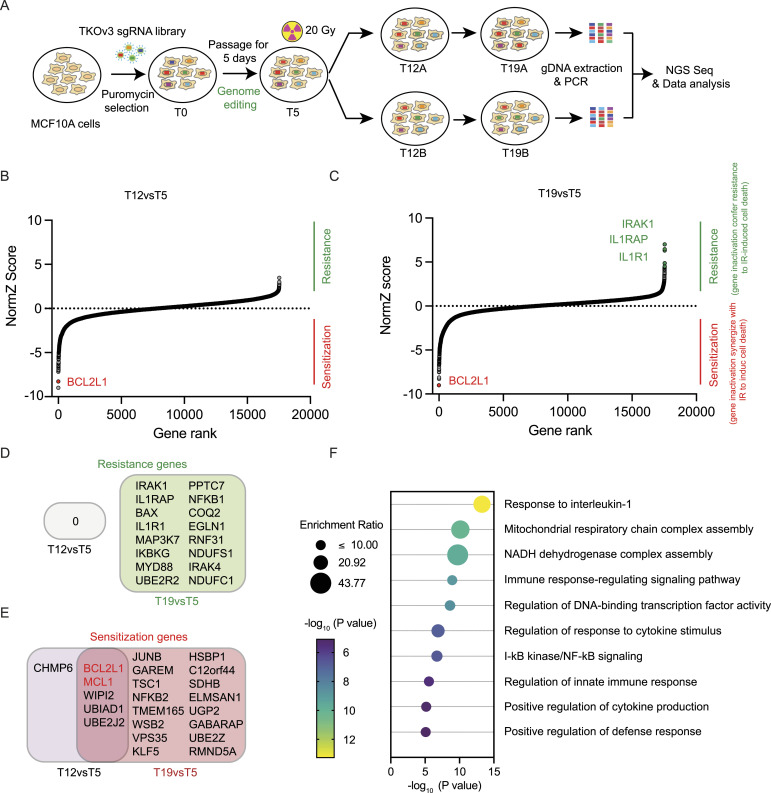
Genome-wide CRISPR/Cas9 screens in MCF10A cells with a single high dose of radiation. **(A)** Schematic of the workflow for CRISPR screen in MCF10A cells treated with radiation and the TKOv3 whole-genome gRNA library. Cells infected with the TKOv3 library virus were cultured and passaged after puromycin selection. At day 5, all cells were treated with 20 Gy of radiation and then divided into two biological replicates. We collected cells at day 5 (T5), day 12 (T12), and day 19 (T19). Genomic DNA extracted from different groups of cells was amplified, sequenced, and analyzed. **(B, C)** Ranking of the coessential genes based on DrugZ analysis of the screen results. **(B)** sgRNA read counts from 7 d after radiation (cells at T12) were compared with the read counts from cells at T5 without radiation. **(C)** sgRNA read counts from 14 d after radiation (cells at T19) were also compared with the read counts from cells at T5 without radiation. Positive NormZ scores suggest that these sgRNAs were enriched in the postradiation group, indicating that they target radiation-sensitizing genes. Likewise, negative NormZ scores suggest that these sgRNAs were depleted in the postradiation groups, indicating that they target radiation-resistant genes. **(D)** Overlay of the genes whose depletion conferred resistance to radiation between the early (12 d after IR) and late (19 d after IR) periods. **(E)** Overlay of the genes whose loss led to radiation ensitization between the early (12 d after IR) and late (19 d after IR) periods. **(F)** Top 10 significantly enriched Gene Ontology (GO) Biological Process terms (*P* < 0.001) with the high-confidence candidate genes whose loss of function led to radiation resistance in MCF10A cells.

**Figure S1.**
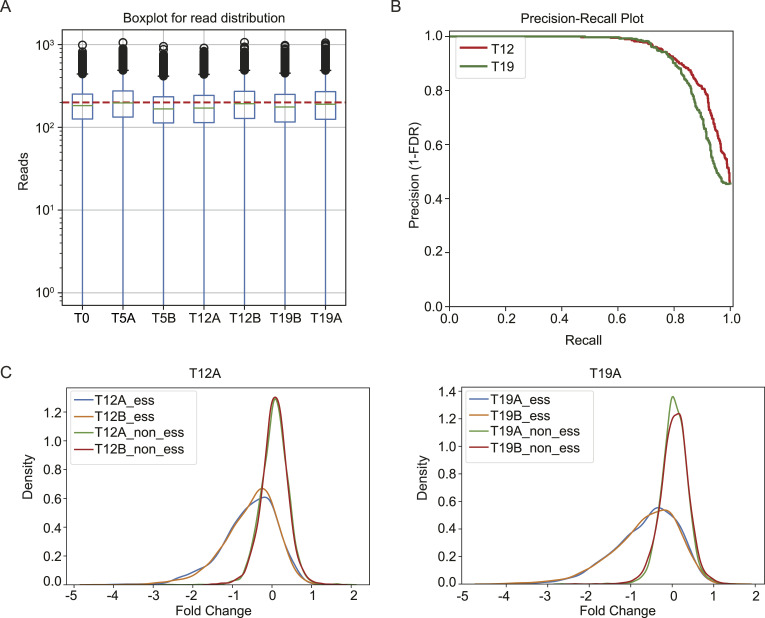
Quality control of CRISPR screen. **(A)** Deep-sequencing reads distribution for MCF10A cell with radiation treatment samples. The distributions of each sgRNA are presented. **(B)** Precision-recall plots of essential genes identified from these screens. The dashed line marks the 5% FDR. **(C)** Changes in essential and nonessential genes during the CRISPR screens. Comparing time point 12 (T12A and T12B, two technical replicates) with 5 (T5) and time point 19 (T19A and T19B, two technical replicates) with 5 (T5), sgRNAs targeting essential genes changed dramatically, but no change in sgRNAs targeting nonessential genes was observed.

Table S1 CRISPR screen results and ranking by DrugZ analysis.

To gain a deeper understanding of genes associated with radiation, we collected cells at two distinct time points: 1 wk after radiotherapy (RT) at day 12, defined as the early period, and 2 wk after RT at day 19, considered as the late period. We conducted a comparative analysis between day 12 (early after treatment) and day 19 (late) with the baseline data before radiation at day 5. In the early period, no genes displayed significantly positive NormZ scores. However, *BCL2L1* ranked prominently in the negative direction (Fig 1B). In the late period, top-ranking positive NormZ scores were seen for interleukin-1 receptor (*IL1R1*), interleukin-1 receptor accessory protein (*IL1RAP*), and interleukin-1 receptor–associated kinase 1 (*IRAK1*) (Fig 1C). Notably, *BCL2L1* exhibited negative NormZ scores in the late period, indicating that the inhibition of *BCL2L1* sensitizes cells to radiation.

Next, we used FDR values less than 0.1 as the criteria for inclusion in a list of candidate genes whose loss potentially conferred resistance or sensitization to RT. As shown in Fig 1D, no gene was associated with resistance early after radiation. Thus, we collected the candidate genes associated with late response (i.e., day 19 compared with day 5). Genes whose loss was associated with resistance were *IRAK1*, *IL1RAP*, *IL1R1*, *MAP3K7*, *IRAK4*, *NFKB1*, and others. By performing functional enrichment analysis using Gene Ontology, we found that these candidate genes are associated with response to interleukin-1, mitochondrial respiratory chain complex assembly, IκB kinase/NF-κB signaling, and others (Fig 1F; Table S2). We then overlaid genes (FDA < 0.1) associated with sensitization to radiation in the early and late periods and found that *BCL2L1* and *MCL1* were on the top of both lists (Fig 1E), which indicates that both genes displayed synthetic lethal interaction with RT. Taken together, these data suggest that loss of *IL1R1* or *IL1RAP* leads to cellular resistance to a single high dose of radiation, whereas inhibition of *BCL2L1* or *MCL1* causes increased sensitivity to radiation.

Table S2 GO pathway enrichment analysis of candidate genes revealed by RNA-seq data.

### Loss of IL1R1 or IL1RAP leads to radiation resistance

To test the results obtained from the screen, we used sgRNAs to knock out *IL1R1* and *IL1RAP* in MCF10A cells. As shown in Fig 2A, Western blot analysis confirmed the depletion of IL1RAP in sgIL1RAP#1 and sgIL1RAP#2 cells. Unfortunately, despite testing several antibodies, we were unable to find a suitable antibody for IL1R1. To circumvent the issue of lacking specific antibodies recognizing IL1R1, we incubated wild-type cells and sgRNA-mediated KO cell lines (sgIL1-R1#1, sgIL1-R1#2, sgIL1RAP#1, and sgIL1RAP#2) with IL-1α or IL-1β. As depicted in Fig 2B, wild-type cells showed IκBα degradation, which was induced by IL-1α or IL-1β, and all KO cells exhibited resistance to IκBα degradation after treatment with IL-1α or IL-1β, confirming the successful establishment of *IL1R1* and *IL1RAP* KO in MCF10A cells.

**Figure 2.**
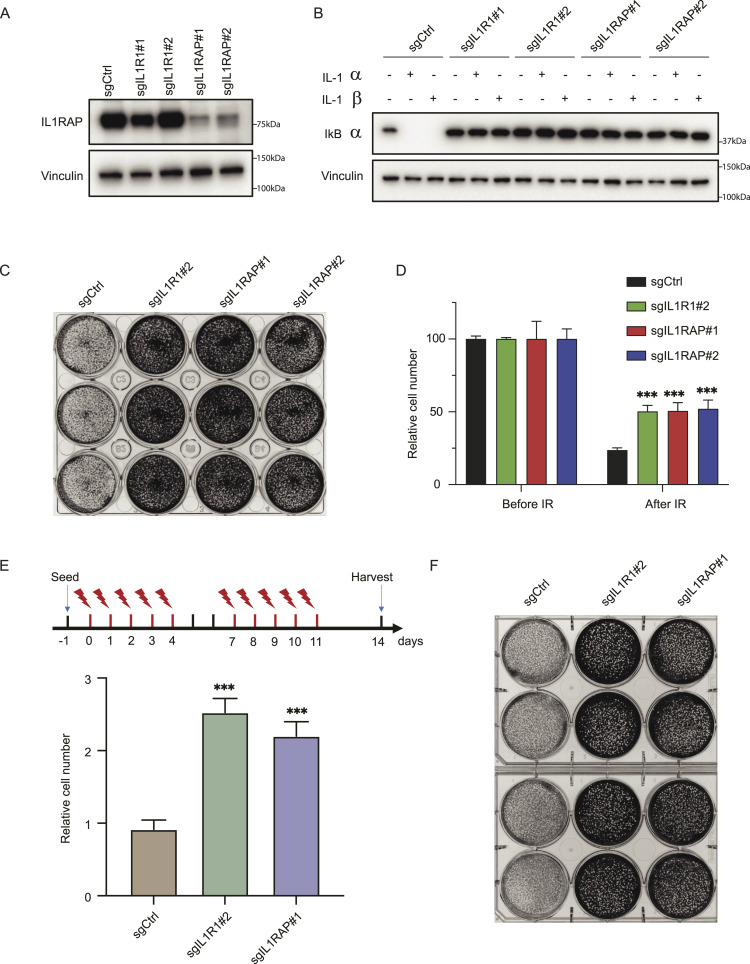
Loss of IL1R1 or IL1RAP leads to radiation resistance. **(A)** Western blots were performed to determine the efficacy of sgRNAs targeting IL1RAP. MCF10A cells were infected with lentiviruses expressing the indicated sgRNAs. After treatment with puromycin for 48 h, cells were collected and lysed by sodium dodecyl sulfate loading buffer. IL1RAP and vinculin were blotted with indicated antibodies. **(B)** Western blots to confirm the efficacy of sgRNAs targeting *IL1R1* and *IL1RAP*. MCF10A cells were infected with lentivirus expressing indicated sgRNAs and selected with puromycin. Cells were treated with IL-1α (10 ng/ml) or IL-1β (10 ng/ml) for 0.5 h and then collected. Cell lysates were prepared and blotted with indicated antibodies. **(C)** Cell growth assays were performed using MCF10A cells infected with lentivirus expressing sgRNAs targeting *IL1R1* or *IL1RAP* and under a single high dose of radiation treatment. 1 × 10^5^ cells were seeded in a 12-well plate and incubated 24 h. Cells were irradiated with a single high dose of 20 Gy and maintained for 14 d. Cells were then collected and counted with an automated cell counter (TC20, Bio-Rad). Experiments were performed in triplicate with three biological replicates. Representative images and results are shown. **(C, D)** Quantification of relative survival in cell growth assay presented in (C). *t* tests were performed to estimate differences between two groups, and the data are presented as means ± SD. **P < 0.01, ***P < 0.001. **(E)** Results of crystal violet staining and quantification assay. MCF10A cells infected with indicated sgRNAs were treated with a conventional radiation schedule, which is 2 Gy per day for 5 d, 2 d off, and then continued for another 5 d (scheme on top). 2 × 10^5^ cells were seeded in six-well plates and 24 h later treated with indicated conditions. After 14 d, cells were stained with crystal violet solution, and relative survival was quantified by the Synergy multimode microplate reader (histogram on the bottom). The data are presented as means ± SD. **P < 0.01; ***P < 0.001 (*t* test). **(F)** Cell growth assays were performed using MCF10A cells infected with lentivirus expressing indicated sgRNAs and under conventional radiation treatment. **(E)** 2 × 10^5^ cells were seeded in a six-well plate, and 24 h later, cells were irradiated with the same conditions as in (E). Cells were fixed and stained. Experiments were performed in triplicate with three or four biological replicates. Representative images and results are shown.

To validate the hypothesis that KO of IL1R1 or IL1RAP induces radiation resistance, we delivered a single high dose of RT and conventional RT to the control and KO cell lines. Cell proliferation assays indicated that *IL1R1* and *IL1RAP* KO cells exhibited significantly higher radiation resistance compared with wild-type cells (Fig 2C and D). Consistently, after conventional RT, the KO cells demonstrated significantly improved survival compared with wild-type cells (Fig 2E and F). In summary, our data suggest that *IL1R1* and *IL1RAP* play a critical role in RT resistance.

### NF-κB acts downstream of IL1R1 and IL1RAP in radiation resistance

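RNA was sequenced from MCF10A cells, an immortalized, non-tumorigenic line of human mammary epithelial cells. IL1R1 is the receptor chain that binds interleukin-1 (IL-1), and IL1RAP is the accessory chain that the bound receptor needs to signal. The 12 libraries formed 6 groups of 2: wild-type (WT), IL1R1-KO and IL1RAP-KO cells left untreated, and the same 3 genotypes after a single dose of 20 Gy (WT RT, IL1R1-KO RT and IL1RAP-KO RT). The paper calls the libraries of a group biological repeats (Fig 3A). Its text does not say whether those of a KO group came from the same guide RNA, so the spread within a KO group may include differences between guides. It also does not name the time between irradiation and RNA extraction. Total RNA was depleted of ribosomal RNA and sequenced in pairs of reads from stranded libraries, so mitochondrial and noncoding transcripts are included. The authors trimmed the reads with cutadapt 1.15, aligned them to GRCh38 with STAR 2.5.3a and counted them per gene with HTSeq. The values analysed here are the authors' deposited TPM, in which the reads of a gene are divided by its length and each library is set to the same total. TPM keep no sequencing depth, so the depth of each library is unknown and no interval for counting error can be given. TPM were rescaled by trimmed mean factors, taken as log2 after adding 1, and tested with limma over the 15303 of 60675 genes that reached a TPM of 1 in at least 2 libraries. Adjusted p-values are Benjamini-Hochberg values from limma, and a gene was called higher or lower at an adjusted p under 0.05 and a fold change over 2. Transcripts of mitochondrial DNA, among them 13 mRNAs and the mitochondrial ribosomal RNAs, together took 18.3% to 21.1% of the TPM in untreated cells and 36.9% to 57% after RT. IL1RAP-KO RT replicate 2 had the 57% share, and its correlation with the other library of its group (r = 0.972 across genes, on the log2 scale) was the lowest of the 6 groups. That other library, IL1RAP-KO RT replicate 1, correlated better with a library of another group (r = 0.981). So did IL1R1-KO replicates 1 and 2 (r = 0.986 and 0.988, against 0.985 with each other). A small structural RNA, RN7SL1, stood at 1208.89 TPM in IL1R1-KO replicate 2 and at 125.12 to 177.9 TPM in the other untreated libraries.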

To investigate the potential mechanisms underlying the roles of *IL1R1* and *IL1RAP* in radiation resistance, we conducted mRNA sequencing analysis using wild-type MCF10A cells and *IL1R1*-KO and *IL1RAP*-KO cells. The parental cells and KO cells were subjected to RT or left untreated. 

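IL1RAP mRNA was lower in untreated IL1RAP-KO cells than in untreated WT cells. After RT its difference from WT fell short of the fold threshold. IL1R1 mRNA was not lower in the libraries labelled IL1R1-KO. IL1RAP (ENSG00000196083) lies on chromosome 3 of GRCh38 from 190514051 to 190659750. Its level was 19.3 ± 1.94 scaled TPM (SD, n = 2, as for every level below) in WT cells, 18.5 ± 1.1 in cells labelled IL1R1-KO and 4.67 ± 0.396 in IL1RAP-KO cells. The log2 fold change in untreated IL1RAP-KO cells was -1.84 (standard error 0.21, adjusted p = 0.013 from limma). After RT, IL1RAP fell in WT cells to 8.56 ± 0.327 scaled TPM (short of the fold threshold without WT replicate 2 and when scaled to nuclear protein-coding genes, with log2 fold changes of -0.99 and -0.97). It was 13.1 ± 1.82 in cells labelled IL1R1-KO RT and 4.42 ± 1.94 in IL1RAP-KO RT cells. The last differed from WT RT by a log2 fold change of -0.87 (standard error 0.21, adjusted p = 0.028 from limma). IL1R1 (ENSG00000115594) lies on chromosome 2 from 102064544 to 102179874. Its level was 10 ± 0.833 scaled TPM in WT cells, 9.39 ± 2.27 in cells labelled IL1R1-KO and 12 ± 0.416 in IL1RAP-KO cells. The log2 fold change in cells labelled IL1R1-KO was -0.10 (standard error 0.16, adjusted p = 1 from limma). After RT the IL1R1 levels were 6.73 ± 0.927 in WT, 7.86 ± 0.682 in cells labelled IL1R1-KO and 14.7 ± 0.344 in IL1RAP-KO cells. The last was higher than WT RT by a log2 fold change of 1.02 (standard error 0.16, adjusted p = 0.0046 from limma; adjusted p = 0.059 when the 4 compared libraries were fitted alone). It fell short of the fold threshold with TPM as deposited (0.93) and without WT RT replicate 2 (0.90) or IL1RAP-KO RT replicate 1. TPM per gene do not show whether a transcript carries an insertion or deletion, so an mRNA level checks the IL1R1 label only in part. In the paper's other measures, IL1RAP protein was depleted (Fig 2A), no IL1R1 antibody was found, and KO cells of both genes resisted the IκBα degradation that IL-1 causes (Fig 2B). The untreated IL1RAP call was lost when any 1 of its 4 libraries was left out, at adjusted p = 0.11 to 0.21 from limma and log2 fold changes of -1.94 to -1.74. The IL1RAP value after RT, short of the fold threshold, lost significance without WT RT replicate 1 (adjusted p = 0.11), without WT RT replicate 2 (adjusted p = 0.097) and without the filter on low values (adjusted p = 0.067 from limma). It also did so when the 4 compared libraries were fitted alone (adjusted p = 0.18 from limma) and when scaled to nuclear protein-coding genes (log2 fold change of -0.63, adjusted p = 0.056). Without IL1RAP-KO RT replicate 1 the log2 fold change was -0.50 (adjusted p under 0.05 from limma), and it passed the fold threshold without IL1RAP-KO RT replicate 2 (-1.25) and with a pseudocount of 0.1 (-1.01).

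**Figure D1:**
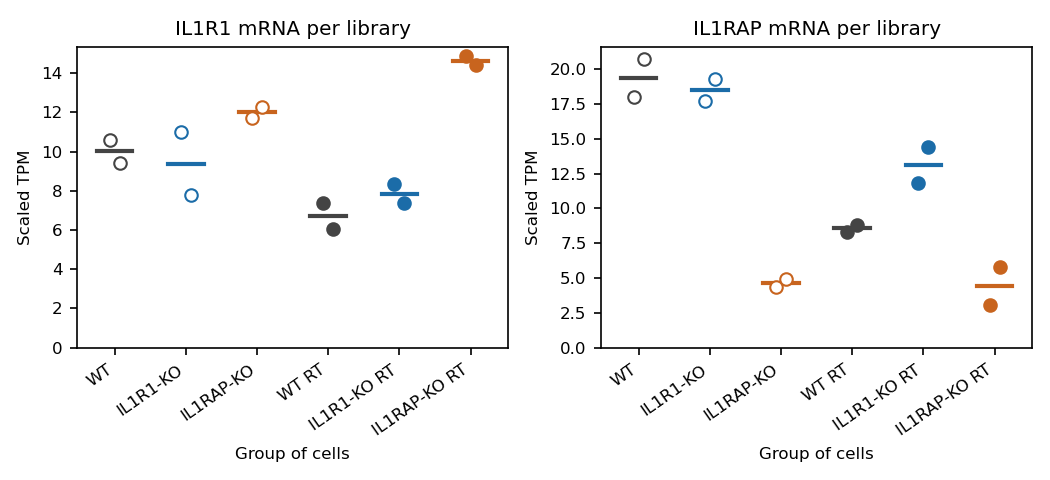
IL1R1 mRNA (left) and IL1RAP mRNA (right) in scaled TPM in each of the 12 libraries, by group. Points are libraries (open, untreated; filled, 20 Gy) and bars are group means. IL1RAP was at 4.67 in IL1RAP-KO and 19.3 in WT cells, and IL1R1 at 9.39 in cells labelled IL1R1-KO and 10 in WT cells.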

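Irradiation changed many genes in each genotype, and the KO cells differed from WT cells in more genes after RT than before it. In untreated cells labelled IL1R1-KO, 3 genes were higher and 18 lower than in WT cells, and in untreated IL1RAP-KO cells none was higher and 14 were lower. That none was higher in IL1RAP-KO did not hold without WT replicate 2 or without IL1RAP-KO replicate 1. At an unadjusted p under 0.05 from limma, 371 genes were higher and 435 lower in cells labelled IL1R1-KO, and 285 higher and 330 lower in IL1RAP-KO cells. The neutrophil chemokines CXCL1 and CXCL8 and the superoxide dismutase SOD2 were lower in both. CXCL1 (ENSG00000163739; chromosome 4, 73869393 to 73871308) fell from 31.5 ± 0.444 scaled TPM (SD, n = 2) in WT to 2.81 ± 0.173 in cells labelled IL1R1-KO, a log2 fold change of -3.09 (standard error 0.15, adjusted p = 2.7e-05 from limma). It fell to 6.56 ± 0.722 in IL1RAP-KO cells (-2.11, standard error 0.15, adjusted p = 5e-04 from limma). SOD2 changed by -2.21 and -1.84 on the log2 scale and CXCL8 by -1.90 and -1.32. After RT, 180 genes were higher and 289 lower in cells labelled IL1R1-KO than in WT, and 126 were higher and 316 lower in IL1RAP-KO than in WT. Between irradiated and untreated cells of 1 genotype, 1079 genes rose and 942 fell in WT, 1248 rose and 1248 fell in cells labelled IL1R1-KO, and 1256 rose and 1405 fell in IL1RAP-KO. The split between higher and lower depended on the scaling of the libraries. With TPM as deposited it was 374 to 210 and 53 to 300 for the 2 KO lines after RT against WT RT, 718 to 1652 for RT in WT and 733 to 2532 for RT in IL1RAP-KO cells. Scaled to nuclear protein-coding genes it was 535 to 199, 368 to 231, 1220 to 722 and 2404 to 685, and 2736 to 566 for RT in cells labelled IL1R1-KO. With the compared libraries fitted alone, 1 gene was higher and 6 lower in untreated cells labelled IL1R1-KO, 2 were higher in untreated IL1RAP-KO, and 28 were higher and 147 lower in IL1RAP-KO after RT. Single libraries also moved these counts: without IL1R1-KO replicate 2 (RN7SL1 high) 18 genes were higher and 39 lower in untreated cells labelled IL1R1-KO. Without WT replicate 1 the lower genes were 8 and 5 in the 2 KO lines. In untreated IL1RAP-KO they were 6 without WT replicate 2, 6 without IL1RAP-KO replicate 1 and 5 without IL1RAP-KO replicate 2. After RT, the higher genes were 81 and 51 in the 2 KO lines without WT RT replicate 1, with 182 lower in IL1RAP-KO, and 111 in cells labelled IL1R1-KO without IL1R1-KO RT replicate 2. In IL1RAP-KO they were 286 and the lower genes 621 without IL1RAP-KO RT replicate 1, and 63 and 236 without IL1RAP-KO RT replicate 2.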

At an FDR <0.05 and fold change >2, we identified differentially expressed genes in each group (Table S3). Clustering analysis indicate that cluster 1, cluster 2, and cluster 4 are genes changed in all cells regardless of their genotypes (i.e., WT, IL1R1-KO, and IL1RAP-KO) after RT treatment when compared with control cells without RT treatment (Fig 3A). 

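Many of the genes that irradiation changed did so in all 3 genotypes, among them genes of mitosis and DNA replication. Of 45 mitosis genes 45, 45 and 44 fell in WT, in cells labelled IL1R1-KO and in IL1RAP-KO (adjusted p = 0.015, 0.031 and 0.04 with an estimated correlation). Of 44 DNA replication genes 32, 39 and 39 fell (adjusted p = 0.024, 0.033 and 0.044 with an estimated correlation). In all 3, 529 genes rose and 647 fell, where independent lists of these sizes would share 7.22 and 7.05 of the 15303 genes. The 3 comparisons use no library in common. Across genes, the log2 fold changes of WT correlated with those of cells labelled IL1R1-KO at r = 0.79 (rho = 0.78) and with those of IL1RAP-KO at r = 0.80 (rho = 0.78). Those of the 2 KO lines correlated with each other at r = 0.86 (rho = 0.84). Genes are not independent replicates, so no p is given for these 3 correlations. The 4014 genes called in any of the 7 comparisons were grouped into 4 clusters by their z-scores per gene (Euclidean distance, complete linkage). A cluster of 1859 genes was low after RT in every genotype (mean z of -0.57 in WT, -0.92 in cells labelled IL1R1-KO and -1.02 in IL1RAP-KO). It held all 45 measured mitosis genes, 41 of the DNA replication genes, 16 of cholesterol synthesis and 646 of the 647 genes that fell in all 3. Another, of 1569 genes, was high after RT in every genotype (mean z of 0.48, 1.01 and 0.97) and held 38 interferon-response genes, 12 p53 targets, 15 histone genes and 464 of the 529 that rose. The smallest, of 96 genes, was low in WT RT (mean z of -1.13) and above its mean in both KO lines after RT (0.51 and 0.55). With TPM as deposited 345 genes rose in all 3 genotypes, and with scaling to nuclear protein-coding genes 813 rose and 390 fell.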

Genes from cluster 1 and cluster 2 were up-regulated after RT, whereas genes in cluster 4 were down-regulated in cells treated with RT.

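Among the genes that rose were type I interferon response genes, targets of p53 and replication-dependent histones. Among those that fell were genes of mitosis, DNA replication, homologous recombination and cholesterol synthesis. Of 42 interferon-response genes, 30 rose in WT, 40 in cells labelled IL1R1-KO and 35 in IL1RAP-KO, and none fell, also at an unadjusted p under 0.05 from limma. As a list they did not pass with an estimated correlation (adjusted p = 0.19, 0.13 and 0.19). IFI6, an interferon-induced protein (chromosome 1, 27666064 to 27672212), rose by log2 fold changes of 6.98, 8.12 and 7.18 (standard error 0.49, adjusted p = 5.1e-06, 1.5e-06 and 3.4e-06 from limma). In WT it went from 1.44 ± 0.784 to 373 ± 318 scaled TPM (SD, n = 2). IFI27 rose by 5.42, 7.09 and 5.19. Of 35 p53 targets, 8, 12 and 10 rose and none fell (2, 3 and 4 at an unadjusted p under 0.05 from limma, and 1 called in IL1RAP-KO without IL1RAP-KO RT replicate 1). As a list they did not pass with an estimated correlation (adjusted p = 0.11, 0.092 and 0.19). MDM2, the ubiquitin ligase that limits p53, changed by 1.15, 0.72 and 1.02. With TPM as deposited it fell short of the fold threshold in WT (0.89) and IL1RAP-KO (0.67), as it did in IL1RAP-KO without IL1RAP-KO replicate 1 (0.93) or IL1RAP-KO RT replicate 2 (0.94). Scaled to nuclear protein-coding genes it passed in cells labelled IL1R1-KO (1.19). Of 28 histone genes, many of which are near-identical and share reads, 10, 15 and 12 rose and 1, 1 and 2 fell (adjusted p = 0.028, 0.031 and 0.04 with an estimated correlation). The 1 that fell in cells labelled IL1R1-KO became 2 without IL1R1-KO replicate 2. The 2 of IL1RAP-KO became 0 without IL1RAP-KO replicate 1 or IL1RAP-KO RT replicate 2, and 1 without either of its other 2 libraries. H2BC21 changed by 2.28, 3.08 and 2.97. All 45 mitosis genes fell in WT and in cells labelled IL1R1-KO and 44 in IL1RAP-KO, with median log2 fold changes of -3.24, -3.62 and -3.80. PLK1, a kinase of mitotic entry (chromosome 16, 23677656 to 23690367), fell from 63.9 ± 5.87 to 1.39 ± 0.0517 scaled TPM in WT, a log2 fold change of -4.76 (standard error 0.13, adjusted p = 5.2e-08 from limma). MKI67, the proliferation marker Ki-67, changed by -4.16, -4.63 and -4.14. Of 44 DNA replication genes, 32, 39 and 39 fell, among them MCM6 of the replicative helicase (-2.16, -2.32 and -2.27) and thymidine kinase TK1 (-3.51, -3.81 and -3.59). Of 20 homologous recombination genes 13, 12 and 14 fell. Of 20 cholesterol synthesis genes, 15, 16 and 16 fell. As a list they passed with an estimated correlation in WT (adjusted p = 0.049) but not in the KO lines (adjusted p = 0.077 and 0.079). HMGCS1, an early enzyme of that pathway, fell from 154 ± 3.89 to 14.7 ± 2.53 scaled TPM in WT, by a log2 fold change of -3.31 (standard error 0.17, adjusted p = 6.8e-07 from limma), and by -2.86 and -3.00 in the KO lines. Adjusted over the list alone, the counts of these 7 lists were the same. Mitochondrial RNA rose in the same irradiated libraries: 9, 6 and 13 of the 13 mitochondrially encoded mRNAs were higher (adjusted p = 0.3, 0.34 and 0.25 with an estimated correlation). The medians of the 7 lists kept their sign under each of the 4 scalings tried.

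**Figure D2:**
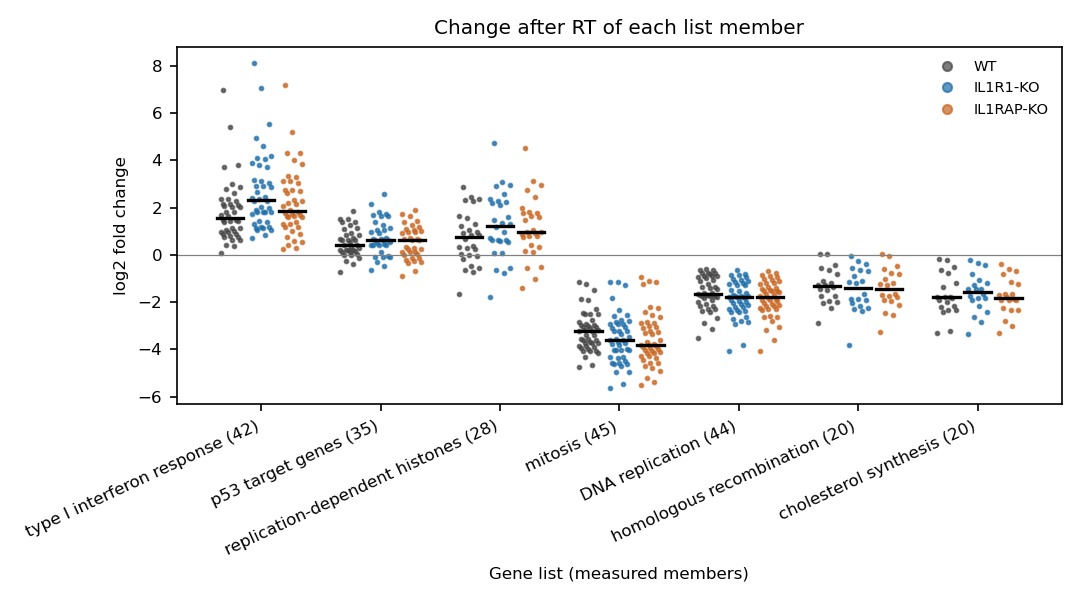
log2 fold change after 20 Gy against untreated cells (y axis) of each measured member of 7 gene lists (x axis, number of members in brackets) in WT, IL1R1-KO (as labelled) and IL1RAP-KO cells. Points are genes and black bars are list medians. The mitosis medians were -3.24, -3.62 and -3.80, and the interferon medians 1.56, 2.34 and 1.86.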

Table S3 DEGs of each comparison obtained from RNA-seq data.

**Figure 3.**
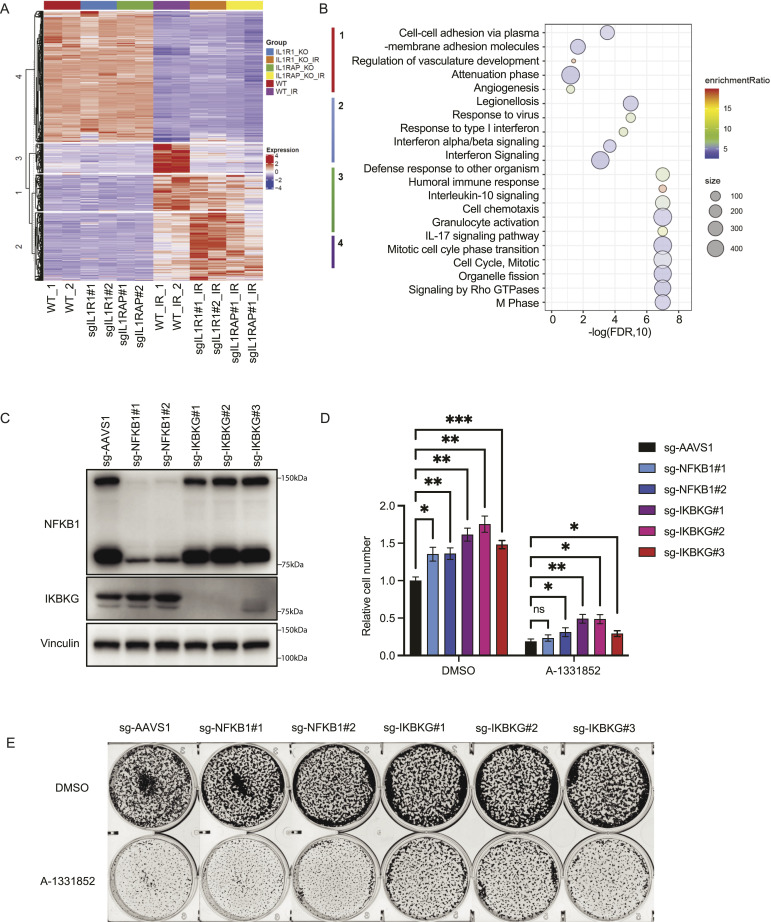
NF-κB is the downstream effector by which IL1R1 and IL1RAP induce radiation resistance. **(A)** Hierarchical clustering analysis in MCF10A cells of different groups with indicated treatments. MCF10A cells were infected with sgRNAs targeting *IL1R1* or *IL1RAP*. RT groups were treated with a single high dose of 20 Gy of irradiation. Each group has two biological repeats. **(B)** Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis of differentially expressed genes (z-score scaled) from irradiation groups. **(C)** MCF10A cells were infected with lentiviruses containing LentiCRISPRv2 sgControl or two independent sgRNAs targeting NF-κB and three independent sgRNAs targeting *IKBKG*. 24 h later, cells were selected with puromycin (2 mg/ml) for 3 d and Western blotted with the indicated antibodies. **(C, D)** Same conditions as those described in **(C)**, except that cells after puromycin selection were seeded at 2 × 10^5^ per well in a six-well plate with four replicates. 24 h later, cells were treated with a single high dose of 20 Gy radiation and BCL2L1 inhibitor A-1331852 (1 μM) for 10 d. Luminescence signals were detected according to the standard protocol. The data are presented as means ± SD. **P < 0.01; ***P < 0.001 (*t* test). **(D, E)** Same condition as that described in **(D)**, except cells were seeded at 2 × 10^5^ per well in a six-well plate with three replicates. 24 h later, cells were treated with a single high dose of 20 Gy radiation and BCL2L1 inhibitor A-1331852 (1 μM) for 10 days. Cells were fixed, stained, and further analyzed by ImageJ. Representative images are shown.

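After RT, 220 genes were lower than in WT RT both in cells labelled IL1R1-KO and in IL1RAP-KO cells, and 62 were higher in both. Those lower in both included the antimicrobial proteins LTF and S100A7, the chemokine CCL2 and IL1B, which encodes an IL-1 receptor ligand. LTF (lactoferrin, ENSG00000012223; chromosome 3, 46435645 to 46485234) was at 849 ± 265 scaled TPM (SD, n = 2) in WT RT, 2.79 ± 0.26 in cells labelled IL1R1-KO RT and 8.98 ± 4.06 in IL1RAP-KO RT. These were log2 fold changes of -7.77 and -6.44 (standard error 0.3, adjusted p = 5.5e-07 and 2.3e-06 from limma). S100A7 changed by -5.63 and -4.92 (standard error 0.33, adjusted p = 8.6e-06 and 2.6e-05 from limma). IL1B was at 71.8 ± 1.9 scaled TPM in WT RT and at 9.34 ± 1.34 and 11.4 ± 1.89 in the KO lines (log2 fold changes of -2.82 and -2.56). Among genes higher in both was the calmegin gene CLGN, a chaperone of the endoplasmic reticulum (2.04 and 2.00; adjusted p = 0.08 from limma in IL1RAP-KO when the 4 compared libraries were fitted alone). Of the genes clustered, 490 formed a cluster that was highest in WT RT (mean z of 1.55, against 0.13 and 0.17 in the KO lines after RT and -0.66 to -0.56 untreated). It held 29 NF-κB target genes, 8 chemokine and myeloid growth factor genes, 10 antimicrobial and 10 acute phase genes, and 164 of the 220. In untreated cells 11 genes were lower in both KO lines. Independent lists would share 5.97 lower and 1.48 higher genes after RT and 0.0165 untreated. Simulated groups with no change shared none in 50 simulations. With no gene changed, few calls would be made at all, so this does not measure what shared libraries add. Part of the excess may come from the WT libraries that both comparisons use. A fit with these libraries divided between the KO lines was not run. The covariance of the log2 fold changes of the KO lines was 0.182 after RT (0.0297 in simulated unchanged groups; r = 0.75, rho = 0.69, simulated r = 0.5). It was 0.0377 untreated (0.0298 simulated; r = 0.53, rho = 0.5). Without WT RT replicate 1, 146 genes were lower and 22 higher in both, and the cluster held 159 genes, 98 of them among the 490. The cluster also depended on the method: with Ward linkage the one highest in WT RT held 272 genes, 257 of them among the 490. The cluster picked was a different one with 1 minus the Pearson correlation and average linkage, or with genes taken at a fold over 1.35. It shared 5 genes and 1 gene with the 490. Its group means are not given, so it is not shown to be highest in WT RT. The higher genes were 95 without WT RT replicate 2, 39 without IL1R1-KO RT replicate 1 and 32 without IL1RAP-KO RT replicate 2. The 11 untreated genes became 5 without WT replicate 1, 6 without WT replicate 2, 6 without IL1RAP-KO replicate 1 and 5 without IL1RAP-KO replicate 2.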

As we were interested in exploring the potential mechanisms underlying the roles of *IL1R1* and *IL1RAP* in radiation resistance, we focused on cluster 3, which contains genes that were significantly down-regulated in IL1R1-KO and IL1RAP-KO cells when compared with those in wild-type cells. Subsequently, we performed pathway enrichment analysis of these differentially expressed genes using the Kyoto Encyclopedia of Genes and Genomes pathway annotations, as illustrated in Fig 3B and Table S4. The analysis highlighted five pathways predominantly enriched in cluster 3, which may contribute to radiation resistance in these KO cells. These pathways include the human immune response pathway, the IL-10 signaling pathway, the cell chemotaxis pathway, the granulocyte activation pathway, and the IL-17 signaling pathway. These enriched pathways are all related to the NF-κB kinase pathway (Baeuerle & Henkel, 1994; Dunn et al, 1994; Ferrè et al, 2010; Tamassia et al, 2010; Serasanambati & Chilakapati, 2016; Swaidani et al, 2019), which suggests that the down-regualtion of NF-κB may be at least one of the mechanisms by which loss of IL1R1 or IL1RAP1 leads to radiation resistance. These data also indicate that radiation treatment led to transcriptional up-regulation of a set of genes in an IL1R1- and IL1RAP-dependent manner, which may account for, at least in part, IL1R1/IL1RAP–mediated radiation sensitivity.

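Almost every measured gene that Table S4 lists under these 5 pathways rose after RT in WT cells and was lower in both KO lines than in WT after RT. Of 20 measured genes of the humoral immune response, 20 rose in WT and 18 were lower in both KO lines. The numbers were 10 and 9 of 10 for IL-10 signaling, 18 and 17 of 19 for cell chemotaxis, 23 and 21 of 24 for granulocyte activation, and 13 and 13 of 13 for IL-17 signaling. The study drew these 5 lists from genes that differed in the same libraries, so their direction is not independent evidence. Lists of chemokines and myeloid growth factors, antimicrobial proteins and acute phase proteins, put together with Table S4 already read, moved the same way. Of 11 chemokine and growth factor genes, 9 rose in WT and 8 were lower in each KO line after RT (medians -3.13 and -3.33, adjusted p = 0.0036 and 0.004 with an estimated correlation). CCL2, which attracts monocytes, was at 58.3 ± 1.12 scaled TPM (SD, n = 2) in WT RT, 2.1 ± 0.287 in cells labelled IL1R1-KO RT and 4.28 ± 0.731 in IL1RAP-KO RT. These were log2 fold changes of -4.26 and -3.50 (standard error 0.2, adjusted p = 1.9e-06 and 8.8e-06 from limma). Of 13 antimicrobial genes, 12 rose in WT, 9 were lower in cells labelled IL1R1-KO and 10 in IL1RAP-KO after RT (11 when adjusted over the list alone). Their medians were -3.39 and -3.05 (adjusted p = 0.0059 and 0.0053 with an estimated correlation). S100A9, a subunit of the neutrophil protein calprotectin (chromosome 1, 153357854 to 153361023), went from 2130 ± 126 to 20200 ± 1610 scaled TPM in WT cells. It was at 1340 ± 35.1 and 2020 ± 348 in the KO lines after RT (log2 fold changes against WT RT of -3.91 and -3.33, standard error 0.15, adjusted p = 5.5e-07 and 2.3e-06 from limma). The siderophore-binding protein LCN2 rose by 7.50 in WT and was lower by -4.27 and -3.49 in the KO lines. The elastase inhibitor PI3 rose by 5.80 and was lower by -3.51 and -3.66. Of 14 acute phase and complement genes, 11 rose in WT and 12 were lower in each KO line after RT (medians -2.30 and -2.34, adjusted p = 0.014 and 0.023 with an estimated correlation). The serum amyloid genes among them are near-identical and may share reads. Apart from the antimicrobial genes in IL1RAP-KO, each of these counts was the same when adjusted over the list alone. Without IL1RAP-KO RT replicate 2, the library with the highest mitochondrial share, 8, 10 and 11 genes of the 3 lists were lower in IL1RAP-KO RT.

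**Figure D3:**
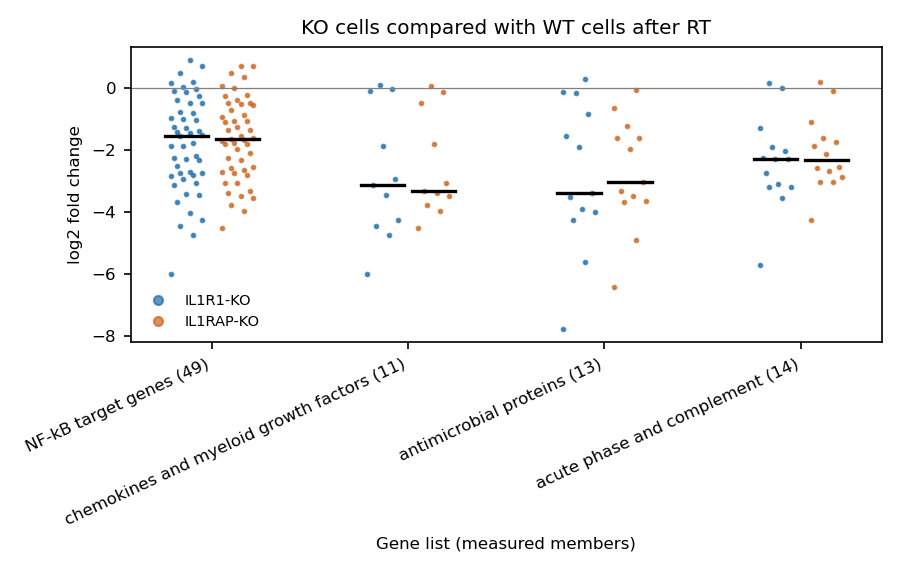
log2 fold change of KO cells against WT cells, all after 20 Gy (y axis), of each measured member of 4 gene lists (x axis, number of members in brackets). Points are genes and black bars are list medians. For chemokines and myeloid growth factors the medians were -3.13 in cells labelled IL1R1-KO and -3.33 in IL1RAP-KO.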

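Target genes of NF-κB, the transcription factor that IL-1 receptors activate, were lower in both KO lines after RT. Of 49 measured target genes, 32 were lower in cells labelled IL1R1-KO RT and 33 in IL1RAP-KO RT than in WT RT. None was called higher (3 and 4 at an unadjusted p under 0.05 from limma, and 1 in cells labelled IL1R1-KO without IL1R1-KO RT replicate 1). The other 17 and 16 did not pass the test, and adjusting over the list alone gave the same counts. The median log2 fold changes were -1.57 and -1.65 (adjusted p = 0.0026 and 0.0033 with an estimated correlation). This list too was put together with Tables S3 and S4 already read, so it was not chosen independently of these libraries. The medians stayed below 0 under each of the 4 scalings tried. Scaling to nuclear protein-coding genes moved the median of all genes to only 0.31 and 0.24, so a change of sign was hardly possible. SOD2, the mitochondrial superoxide dismutase and an NF-κB target, was at 5940 ± 519 scaled TPM (SD, n = 2) in WT RT, 362 ± 52 in cells labelled IL1R1-KO RT and 842 ± 29.1 in IL1RAP-KO RT. The log2 fold changes were -4.04 and -2.81 (standard error 0.12, adjusted p = 6.5e-08 and 2.1e-06 from limma). The A20 gene TNFAIP3, which NF-κB induces and which limits it, changed by -2.85 and -2.73 (standard error 0.29, adjusted p = 2.6e-04 and 4.2e-04 from limma). In WT cells RT raised 25 of the 49 and lowered 1 (median 1.15, adjusted p = 0.012 with an estimated correlation). In cells labelled IL1R1-KO it raised 9 and lowered 1 (median 0.27, adjusted p = 0.13 with an estimated correlation) and in IL1RAP-KO it raised 10 and lowered 3 (median 0.30, adjusted p = 0.19). The 1 that fell became 2 in WT without WT replicate 1, and in cells labelled IL1R1-KO 2 without IL1R1-KO replicate 1 and 3 without IL1R1-KO RT replicate 1. The test of the difference itself called 17 genes with a lower log2 change after RT in cells labelled IL1R1-KO than in WT (a smaller rise or a larger fall) and 15 in IL1RAP-KO, and none with a higher one (3 and 2 at an unadjusted p under 0.05 from limma). Adjusted over the list alone, 19 and 19 were lower. The medians were -0.78 and -0.74 (adjusted p = 0.01 and 0.0048 with an estimated correlation). In IL1RAP-KO these 15 became 6 without WT replicate 1, 6 without WT replicate 2, 7 without IL1RAP-KO replicate 1, 8 without IL1RAP-KO replicate 2 and 6 without WT RT replicate 1. In untreated cells 12 and 9 of the 49 were already lower (13 and 10 when adjusted over the list alone). The medians were -0.81 and -0.72 (adjusted p = 3.6e-04 and 3.7e-04 with an estimated correlation). The 12 became 6 without WT replicate 1 and 7 without WT replicate 2, and the 9 became 4, 5, 5 and 4 without WT replicate 1, WT replicate 2, IL1RAP-KO replicate 1 and IL1RAP-KO replicate 2. Without IL1RAP-KO RT replicate 2, 31 of the list were lower in IL1RAP-KO RT.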

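A set of 64 genes rose after RT in WT cells, was lower after RT in both KO lines than in WT, and had a lower log2 change after RT in both KO lines by the test of the difference. Their median log2 fold change after RT was 2.36 in WT, 0.14 in cells labelled IL1R1-KO and 0.36 in IL1RAP-KO. The set held 14 NF-κB targets, 7 chemokine and myeloid growth factor genes, 6 antimicrobial and 4 acute phase genes, 23 different genes in all. It held no gene of the interferon, p53, mitosis or DNA replication lists, and 41 belonged to none of the 34 lists. CXCL1 reached 1020 ± 51.8 scaled TPM (SD, n = 2) in WT RT and stood at 15 ± 1.37 in cells labelled IL1R1-KO RT and 43.8 ± 10.2 in IL1RAP-KO RT. Its log2 change after RT was below that of WT by differences of -2.91 and -2.43 (standard error 0.21, adjusted p = 1.6e-04 and 6.1e-04 from limma). CXCL8 (interleukin-8; chromosome 4, 73740519 to 73743716) reached 276 ± 0.726 in WT RT, 9.32 ± 0.977 and 16.6 ± 0.7 in the KO lines. Its differences were -2.85 and -2.66 (standard error 0.16, adjusted p = 6.4e-05 and 1.2e-04 from limma). LTF had differences of -6.13 and -4.77 (standard error 0.42, adjusted p = 1.6e-04 and 8.2e-04 from limma). With a pseudocount of 0.1 the second was -3.02 (adjusted p = 0.079 from limma). Part of the increase remained for some: 16 of the 64 were still called higher after RT in cells labelled IL1R1-KO and 21 in IL1RAP-KO, CXCL1 among them (log2 fold changes of 2.07 and 2.55). The paper collected its KO cells as selected pools, so it was not tested whether this remaining increase arose without the receptors. Of the 1079 genes that RT raised in WT, 153 were lower after RT in both KO lines, 107 had a lower log2 change in cells labelled IL1R1-KO and 77 in IL1RAP-KO. The set held 37 genes without WT replicate 1, 33 without WT replicate 2, 35 without IL1RAP-KO replicate 1, 38 without IL1RAP-KO replicate 2, 28 without WT RT replicate 1 (the 153 became 94) and 35 with a pseudocount of 0.1. The 107 became 63, 59, 52, 61 and 68 without WT replicate 1, WT replicate 2, WT RT replicate 1, IL1R1-KO RT replicate 1 and IL1R1-KO RT replicate 2. The 77 became 42, 33, 38, 40, 29 and 138 without WT replicate 1, WT replicate 2, IL1RAP-KO replicate 1, IL1RAP-KO replicate 2, WT RT replicate 1 and IL1RAP-KO RT replicate 1. From the pathways enriched in cluster 3, all of which it relates to NF-κB, the paper proposes that lower NF-κB activity may be at least one of the ways in which loss of IL1R1 or IL1RAP leads to radiation resistance. It further proposes that a set of genes induced by radiation through IL1R1 and IL1RAP may account in part for the sensitivity that these receptors confer, and it goes on to test this with NFKB1 and IKBKG KO cells (Fig 3C).

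**Figure D4:**
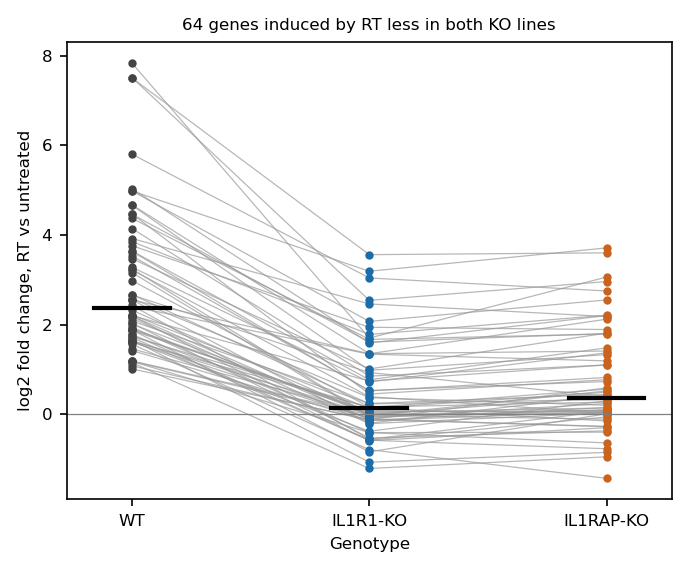
log2 fold change after 20 Gy against untreated cells (y axis) of the 64 genes in WT, IL1R1-KO (as labelled) and IL1RAP-KO cells (x axis). Points are genes, grey lines join the values of a gene and black bars are medians (2.36, 0.14 and 0.36). The genes were chosen for a lower log2 change in both KO lines.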

Table S4 KEGG pathway enrichment analysis of each comparison.

To test this hypothesis, we knocked out IKBKG and NFKB1 in MCF10A cells (Fig 3C). Indeed, both NFKB1-KO and IKBKG-KO cells exhibited significant radiation resistance when compared with wild-type cells (Fig 3D and E). Moreover, we identified many components of this pathway in our screen (Fig 1D), including not only IL1R1/IL1RAP and IKBKG/NF-kB but also MYD88 and IRAK1/4, which are known to be involved in the signaling pathway from IL1R1/IL1RAP to NF-kB. These data together support that knock out of this pathway leads to radiation resistance in MCF10A cells.

### BCL2L1 inhibitor sensitizes cells to radiation

The objective of our screening is to pinpoint vulnerabilities related to radiation. Based on the screen results, we identified that loss of IL1R1/IL1RAP induces radiation resistance through the inactivation of the NF-κB signaling pathway. However, it is challenging to overcome the considerable toxicity to normal tissue by activation of IL1R1/IL1RAP through IL-1 (Lierova et al, 2018). Thus, we shifted our attention to genes whose loss induces radiation sensitivity because inhibition of a gene and/or a pathway offers a more feasible approach to enhance radiation sensitivity.

Indeed, our results indicate that loss of BCL2L1 or MCL1 showed synthetic lethality with RT (Fig 1). BCL2L1 and MCL1 are well studied BCL2 family proteins with several candidate inhibitors. A-1331852 is a selective BH3 mimetic specifically targeting BCL2L1 (also called BCL-xL) protein (Wang et al, 2020b); this agent has the potential to enhance the efficacy of docetaxel in solid tumors (Leverson et al, 2015). S63845 binds specifically and with high affinity to the BH3-binding groove of MCL1 and has been an effective treatment in preclinical models of TNBC (Merino et al, 2017). Hence, to further investigate the roles of BCL2 family proteins in radiation sensitization, we treated MCF10A cells with different concentrations of the BCL2L1 inhibitor A-1331852 and the MCL1 inhibitor S63845 in combination with 20 Gy of irradiation. As shown in Fig 4A, inhibiting BCL2L1 and MCL1 increased radiation sensitization, which is consistent with our screening results.

**Figure 4.**
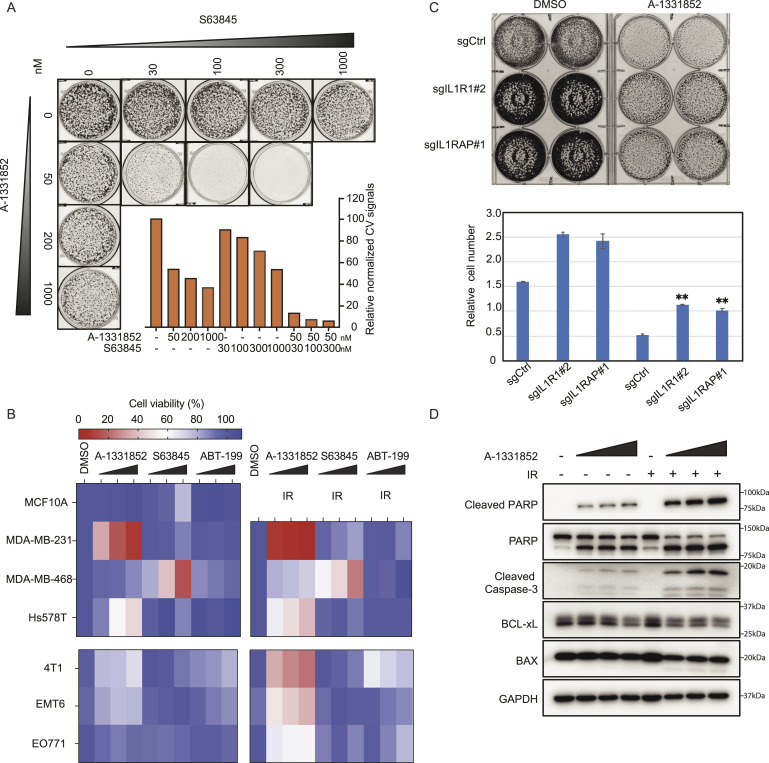
BCL2L1 inhibitor sensitizes cells to radiotherapy. **(A)** 1 × 10^5^ MCF10A cells were seeded in 12-well plates. 24 h later, cells were treated with a single high dose of 20 Gy irradiation and inhibitor A-1331852 or S63845 with indicated concentrations for 10 d. Cells were stained with crystal violet solution, and relative survival was quantified by the Synergy multimode microplate reader. Experiments were performed in triplicate with three biological replicates. Shown are representative images and results (top) and quantification of crystal violet staining assay (bottom). *t* tests were performed to estimate differences between two groups, and the data are presented as means ± SD. **P < 0.01, ***P < 0.001. **(B)** (Top) MCF10A, MDA-MD-231, MDA-MB-468, and Hs578T cells were treated with the three inhibitors under normal culture conditions or with irradiation. A-1331852 concentrations were 0, 50, 200, and 1,000 nM; those of S63845 were 100, 300, and 1,000 nM; those of ABT-199 were 100, 250, and 1,000 nM. 1 × 10^3^ cells were seeded per well in a 96-well plate with four replicates; 24 h later, cells were treated with radiation at 10 Gy for MDA-MD-231 and 20 Gy for MDA-MB-468 and Hs578T. (Bottom) 4T1, EMT6, and EO771 cells were treated with the three inhibitors under normal culture conditions or with irradiation. After cells were maintained for 5 d, luminescence signals were detected according to the standard protocol. The data are presented in heatmaps. **(C)** MCF10A cells were transfected with sgRNAs constructs targeting *IL1R1* or *IL1RAP*. 72 h after puromycin selection, 2 × 10^5^ cells were seeded in six-well plates, and after 24 h, cells were treated with a single high dose of 20 Gy radiation and A-1331852 (1 μM) for 10 d. Cells were stained with crystal violet solution, and relative survival was quantified by the Synergy multimode microplate reader. Shown are representative images and results (top) and quantification of crystal violet staining assay (bottom). The data are presented as means ± SD, and *t* tests were performed to estimate differences between two groups. **P < 0.01, ***P < 0.001. **(D)** MCF10A cells were treated with A-1331852 without or with radiation. Cells were collected and lysed for blotting with indicated antibodies.

After conducting our initial screen in MCF10A cells and verifying the results as mentioned above, we aimed to determine the combined effects of these BCL2 family inhibitors and radiotherapy (RT) in cancer cell lines. For this purpose, we selected three human breast cancer cell lines—MDA-MB-231, MDA-MB-468, and Hs578T—along with three murine breast cancer cell lines, namely, 4T1, EMT6, and EO771, to validate the observed effects of these combination therapies. In addition to the BCL2L1 and MCL1 inhibitors, we also included ABT-199, an FDA-approved selective BCL2 inhibitor. ABT-199 has been shown to enhance the efficacy of docetaxel in solid tumors (Leverson et al, 2015). As depicted in Fig 4B, without RT, only the BCL2L1 inhibitor and the MCL1 inhibitor induced cell death in these cell lines, whereas treatment with ABT-199 did not lead to obvious cell death in any of the four cell lines. However, under RT, MDA-MB-231, MDA-MB-468, and Hs578T cells exhibited significantly increased cell death when exposed to these inhibitors targeting BCL2 family proteins. Similar phenotypes were also observed in murine breast cancer cell lines 4T1, EMT6, and EO771 (Fig 4B). Briefly, in the absence of RT, no significant cell death was observed upon treatment with the three inhibitors. However, these cell lines exhibited increased cell death in response to radiation in combination with these inhibitors. These findings further support the notion that inhibitors targeting BCL2 family proteins including BCL2L1 enhance the effectiveness of RT.

Based on our screening results, loss of *IL1R1* or *IL1RAP* induces radiation resistance. To investigate whether the inhibition of BCL2L1 could reverse the RT resistance observed in *IL1R1*-KO and *IL1RAP*-KO cells, we treated these KO cells with the BCL2L1 inhibitor A-1331852 under radiation conditions. Remarkably, A-1331852 significantly enhanced cell death in *IL1R1*-KO and *IL1RAP*-KO cells compared with RT alone (Fig 4C). Furthermore, we examined the effects of the BCL2L1 inhibitor A-1331852 on NFKB1-KO and IKBKG-KO cells as these knocked out proteins act downstream of IL1R1 and IL1RAP according to our previous findings. As anticipated, A-1331852 effectively reversed the radiation resistance observed in these KO cells (Fig 3D and E). These results indicate that the BCL2L1 inhibitor may also be effective when used to treat cells displaying radiation resistance.

BCL2L1 participates in regulating apoptosis and cell death (Hagenbuchner et al, 2010; Tait & Green, 2013). To further confirm the mechanism by which inhibiting BCL2L1 enhances radiation sensitivity, we examined the activation of the apoptosis pathway after radiation. Indeed, treatment with A-1331852 led to increases in cleaved-PARP1 and cleaved caspase-3 after radiation (Fig 4D), suggesting that the BCL2L1 inhibitor promotes radiation sensitivity by inducing apoptosis in these cells.

### Combination of BCL2L1 inhibitor with RT inhibits breast cancer tumor growth

To validate our hypothesis in a preclinical setting, we conducted experiments using a 4T1 syngeneic model. This model, being immunocompetent, may be analogous to that of human patients because increasing evidence suggests that immune responses also contribute to the efficacy of radiation treatment in humans (Hekim et al, 2015; Walle et al, 2018). We assessed tumor growth after treatment with A-1331852, radiation, or the combination. Treatment with A-1331852 alone did not significantly suppress tumor growth compared with the control group. However, the radiation group showed smaller tumor sizes compared with the control group (Fig 5A). Importantly, the combination therapy of A-1331852 and radiation had a significantly greater effect in suppressing tumor growth compared with either treatment alone (Fig 5B). Furthermore, no obvious side effects were observed in the animals treated with the combination therapy.

**Figure 5.**
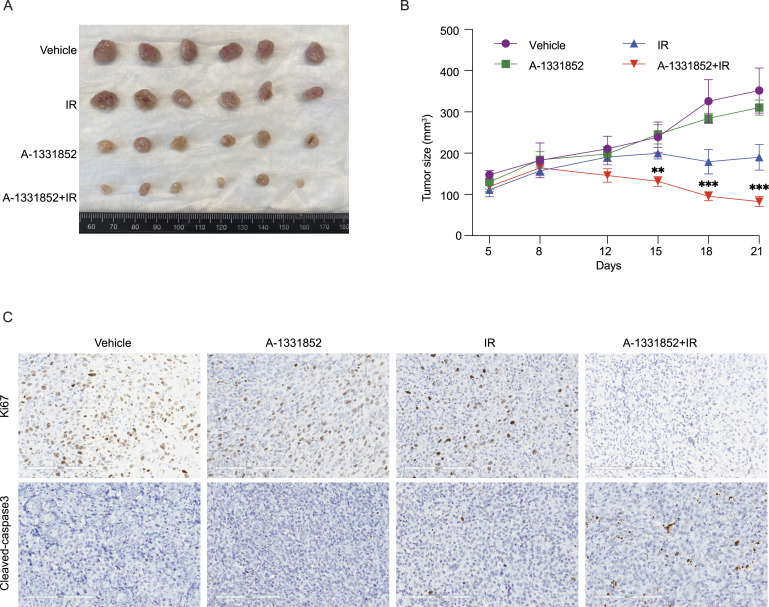
Combination of BCL2L1 inhibitor with radiation therapy decreases breast cancer tumor growth. **(A)** Briefly, 1 × 10^5^ 4T1 cells (mixed with Matrigel in 1:1 ratio) were subcutaneously injected into the right flank of 6-wk-old female BALB/cJ mice. Mice were randomly assigned to four groups (n = 8) and were treated with vehicle control (phosphate-buffered saline), radiation (a single dose of 5 Gy), inhibitor A-1331852, or the combination treatment. 25 kg/mg A-1331852 was given by oral gavage daily for 2 wk except for 2 d without treatment at the end of each week. Tumor sizes were measured twice a week starting at 6 d after injection. Representative tumors in each group were photographed at the endpoint. **(B)** The tumor volume (V) was calculated by the formula V = 1/2 × length × width^2^. Tumor growth curves of different treatment groups are presented. The tumor volumes shown at each point were the average from six tumors. ***P < 0.001 (unpaired *t* test). **(A, C)** Ki-67 (proliferation) and cleaved caspase-3 (apoptosis) staining were conducted in tumors shown in (A).

Consistent with our in vitro observations, we detected a high level of apoptosis, as indicated by cleaved caspase-3 staining, in the tumors treated with the combination therapy. In contrast, the number of Ki-67–positive cells, a marker of proliferation, decreased in the combination group (Fig 5C). These findings further support our hypothesis that the BCL2L1 inhibitor sensitizes breast cancer cells to RT in an in vivo model.

Overall, the results obtained from our preclinical animal model provide strong evidence for the efficacy of this combination therapy in suppressing tumor growth, inducing apoptosis, and reducing proliferation. These findings highlight the potential of inhibitors targeting BCL2 family proteins as radiosensitizers for the treatment of breast and other cancers.

## Discussion

In this study, we performed genome-wide CRISPR/Cas9 screening to determine cellular response to RT. MCF10A cells were chosen for this screen because we speculated that the use of these non-tumorigenic cells may reveal the entire genetic determinants of cellular response to radiation. We showed that KO of IL1R1, IL1RAP, or their downstream effectors resulted in cellular resistance to RT. The mechanism underlying this radiation resistance is likely because of radiation-induced transcriptional changes, which rely in part on an IL1R1/IL1RAP-NF-κB–dependent signaling pathway, as revealed by RNA sequencing analysis. Moreover, we uncovered BCL2 family proteins, including BCL2L1 and MCL1 as potential mechanisms for radiation resistance not only in MCF10A cells but also in multiple human and murine breast cancer cell lines. Furthermore, treatment with inhibitors targeting these proteins resulted in radiation sensitization both in vitro and in vivo, likely by enhancing apoptosis after RT. Thus, our findings reveal that inhibitors targeting BCL2 family proteins can be used in combination with radiation to augment the efficacy of RT (Fig S2).

**Figure S2.**
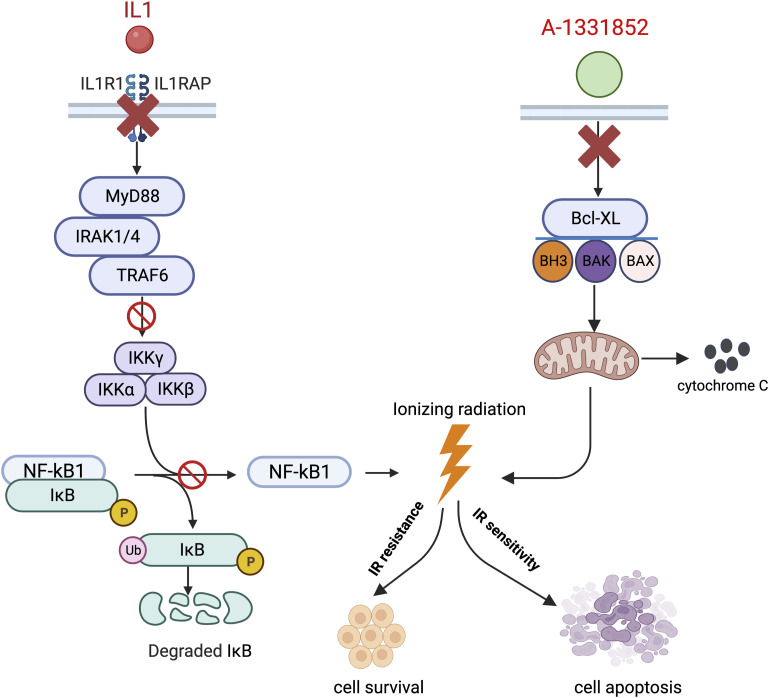
A proposed model. Knockout of IL1RA/IL1RAP inhibits the NF-kB pathway, leading the induction of cell radiation resistance. In addition, the BCL2L1 inhibitor A-1331852 induces radiation sensitivity through the activation cell apoptosis.

RT plays a crucial role in the comprehensive management of cancer and is an integral part of many treatment plans (Brunt et al, 2020). However, radiation resistance remains a significant challenge in clinical practice, highlighting the need to identify biomarkers that can help overcome this problem. To this end, genome-wide CRISPR/Cas9 screens have been extensively conducted to uncover genetic vulnerabilities that may be exploited to boost the efficacy of RT. For instance, Durocher and colleagues conducted 31 CRISPR-Cas9 screens against 27 genotoxic agents, including radiation in retinal pigment epithelium-1 cells (Olivieri et al, 2020). Their results showed that enriched radiation-sensitizing genes were involved in the nonhomologous end-joining pathway, which supports the role of the nonhomologous end-joining pathway in radiation-induced DNA damage repair, as reported previously (Mao et al, 2008; Santivasi & Xia, 2014; Huang & Zhou, 2020). Although the Durocher study used a dose of 3 Gy, our study employed a single high dose of 20 Gy and implicated a different set of genes. We identified *BCL2L1*/*MCL1* and *IL1R1*/*IL1RAP* as genes whose loss leads to radiation sensitization or resistance. We anticipate that the genes we uncovered are involved in overall outcomes after radiation but not the genes involved in immediate DNA damage repair. Indeed, we were able to confirm our results using both in vitro and in vivo experiments.

IL1R1 and IL1RAP are cell surface proteins that function as co-receptors involved in mediating the IL-1 cytokine family signaling pathway (Acuner Ozbabacan et al, 2014). IL-1α or IL-1β forms a complex with IL1R1 and IL1RAP at the cell membrane, mediating the acute phase of the proinflammatory process during infection or tissue damage, which initiates the IL-1 signaling pathway and leads to recruitment of adaptor proteins like myeloid differentiation primary response gene 88 (MYD88), Toll-interacting protein (TOLLIP), and IL-1 receptor-associated kinase 4 (IRAK4). The synthesis of IL-1 is induced by a variety of stimuli including endotoxin, other cytokines, bacterial or virus infection, and IR (Stoecklein et al, 2015). Specifically to radiation, IL1 is released by radiation damaged epithelium or stressed/necrotic cells and rapidly initiate the production of chemokines and inflammatory cytokines (Chen et al, 2007). As a matter of fact, radiation-induced IL-1 is highly relevant to radiation-induced pneumonitis and skin fibrosis (Müller & Meineke, 2007), which are the results of stimulation of proliferation of keratinocytes and fibroblasts and the induction of matrix metalloproteases and collagen synthesis (Chen et al, 2005; Lierova et al, 2018). IRAK1 is a downstream component of the IL-1/IL1R1 pathway. Recently, Liu and colleagues discovered that IRAK1 inhibitors can overcome radiation resistance in TP53-mutated cell lines, that is, head and neck squamous cell carcinoma, breast cancer, and colorectal cancer. The authors employed drug-based strategies to identify genes related to RT resistance and found that IRAK1 deletion re-sensitized HeLa cell lines to RT through PIN1 (Liu et al, 2019). However, their results are apparently different from our observation using MCF10A cells. Our screening results indicated that IRAK1 depletion may result in radiation resistance, suggesting that multiple mechanisms link the IL-1/IL1R pathway with radiation response and the outcomes may vary depending on tumor context.

At the downstream effector level, IL-1 signaling can activate two major pathways, IKK–IκB–NF-κB and/or MKK-MAPK/JNK/ERK kinase pathway. The inhibitor of NF-κB kinase subunit beta (IKKβ) is activated and phosphorylates the NF-κB inhibitor (IκB), which leads to the release of NF-κB and allows its translocation to the nucleus to activate the expression of many downstream genes (Dinarello, 2009, 2011). In our mechanistic inquiry of radiation resistance, we performed whole-genome RNA-seq to investigate the potential downstream effectors of IL1R1 and IL1RAP in radiation resistance (Fig 3A and B). 

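Most components of the IL-1 and NF-κB pathways themselves were not called different at the mRNA level between the KO lines and WT after RT. Among all 15303 genes tested, 289 were lower in cells labelled IL1R1-KO RT and 316 in IL1RAP-KO RT, a smaller share than among these components. Of 25 measured components, 5 were lower in cells labelled IL1R1-KO RT than in WT RT and none was higher (4 at an unadjusted p under 0.05 from limma). In IL1RAP-KO RT, 5 were lower and 1, IL1R1 itself, was higher (none with TPM as deposited, without WT RT replicate 2 or without IL1RAP-KO RT replicate 1, where IL1R1 fell short of the fold threshold). The 5 lower genes were the same in both lines: the ligands IL1A and IL1B, the receptor-associated kinase IRAK2 and the NF-κB subunits NFKB2 and RELB. IL1A (ENSG00000115008; chromosome 2, 112773925 to 112784493) was at 183 ± 1.54 scaled TPM (SD, n = 2) in WT RT, 53.2 ± 7.11 in cells labelled IL1R1-KO RT and 51.3 ± 1.62 in IL1RAP-KO RT. The log2 fold changes were -1.77 and -1.82 (standard error 0.1, adjusted p = 7.5e-06 and 8.6e-06 from limma). RELB changed by -1.45 and -1.69 (standard error 0.16, adjusted p = 4.2e-04 and 1.9e-04 from limma). NFKB1, which encodes the subunit that the paper knocked out next, was at 35.2 ± 1.3 scaled TPM in WT RT, 19.5 ± 0.365 in cells labelled IL1R1-KO RT and 24.1 ± 2.58 in IL1RAP-KO RT. The log2 fold changes were -0.82 and -0.53 (standard error 0.09, adjusted p = 5.6e-04 and 0.0073 from limma), short of the fold threshold. The NFKB1 value in IL1RAP-KO RT lost significance without WT RT replicate 1 (adjusted p = 0.06) and when the 4 compared libraries were fitted alone (adjusted p = 0.14 from limma). Scaled to nuclear protein-coding genes it was -0.26 (adjusted p = 0.059 from limma). As a list, the components did not pass the test after RT with an estimated correlation (adjusted p = 0.15 and 0.064), which does not show that they were equal. The medians were -0.06 and -0.24, the second 0.04 when scaled to nuclear protein-coding genes, and the counts adjusted over the list alone were the same.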

We found that the NF-κB signal pathway was down-regulated in IL1R1-KO and IL1RAP-KO cells after RT, which was further verified by using NFKB1-KO and IKBKG-KO in MCF10A cells (Fig 3D and E). Moreover, our whole-genome RNA-seq data also revealed additional sets of genes (i.e., genes in clusters 1, 2, and 4) that are regulated after radiation but in an IL1R1/IL1RAP–independent manner. This information will be of interest to investigators studying transcriptional changes in response to RT.

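By the test of the difference, few of the genes that RT changed in WT cells were called different in the KO lines, but some gene groups were. Of 1079 genes that rose in WT, 107 had a lower log2 change in cells labelled IL1R1-KO and 77 in IL1RAP-KO. Of 942 that fell, 19 and 11 were called. A gene not called may still differ. Over all genes, 79 and 24 had a higher log2 change, 410 and 138 when scaled to nuclear protein-coding genes and 134 and 6 with TPM as deposited. These calls also depended on single libraries. Few mitosis and DNA replication genes were called different between genotypes. The test recovered 26% of simulated 2-fold differences for IL1R1-KO, and it was not simulated for IL1RAP-KO. Of 45 mitosis genes, 1 fell further in cells labelled IL1R1-KO (2 when adjusted over the list alone) and 1 in IL1RAP-KO, in both the topoisomerase gene TOP2A, named after its values were seen. Of 44 replication genes none was called in either line (5 had a lower log2 change in cells labelled IL1R1-KO and 8 in IL1RAP-KO at an unadjusted p under 0.05 from limma). As lists they did not pass with an estimated correlation (adjusted p = 0.36 and 0.41 for mitosis, 0.38 and 0.54 for replication). The TOP2A call in IL1RAP-KO was lost without either WT library, either IL1RAP-KO library or WT RT replicate 1. Without IL1RAP-KO RT replicate 1, 2 mitosis genes had a lower and 1 a higher log2 change in IL1RAP-KO and 1 replication gene a lower one, as did 1 replication gene without WT RT replicate 1. Genes of the integrated stress response had higher log2 changes after RT as a list in both KO lines than in WT (adjusted p = 0.021 and 0.045 with an estimated correlation). Of 13, 4 had a higher log2 change in cells labelled IL1R1-KO (DDIT3, TRIB3, SESN2 and STC2) and the same without SESN2 in IL1RAP-KO (5 and 5 when adjusted over the list alone). The 3 of IL1RAP-KO became 0 with TPM as deposited and 1 without WT replicate 1, WT replicate 2, IL1RAP-KO replicate 1, IL1RAP-KO replicate 2 or WT RT replicate 1. In IL1RAP-KO the DDIT3 and TRIB3 calls were also lost without the filter on low values (adjusted p = 0.066 and 0.068 from limma). That of DDIT3 was lost with the compared libraries alone (adjusted p = 0.052), a pseudocount of 0.1 (adjusted p = 0.054) and without IL1RAP-KO RT replicate 2 (adjusted p = 0.058 from limma). STC2, a secreted glycoprotein induced by that response, differed by 1.39 and 1.28 (standard error 0.17, adjusted p = 0.0029 and 0.0085 from limma, and adjusted p = 0.072 for the second with TPM as deposited). The metallothioneins MT1E and MT2A, which bind zinc and copper and share reads with close relatives, fell further in the KO lines. The differences were -1.56 and -1.30 for MT1E (standard error 0.16, adjusted p = 0.0012 and 0.0046 from limma) and -1.39 and -1.28 for MT2A (standard error 0.15, adjusted p = 0.0018 and 0.004). Scaled to nuclear protein-coding genes, the second MT2A difference fell just short of the fold threshold (-0.99). Of 42 interferon-response genes, 2 had a higher log2 change in cells labelled IL1R1-KO by the test of the difference (13 when adjusted over the list alone) and none in IL1RAP-KO (9 at an unadjusted p under 0.05 from limma, and 4 called without WT RT replicate 2). As a list they did not pass with an estimated correlation (adjusted p = 0.32 and 0.63). The 2 became 16 without WT RT replicate 2, and 0 without any 1 of the other compared libraries except IL1R1-KO replicate 1. After RT itself, interferon-response genes were called higher than in WT RT in cells labelled IL1R1-KO in 12 of 42 (14 when adjusted over the list alone, median 0.72) and in IL1RAP-KO in 2 (4, median 0.40). As a list neither passed with an estimated correlation (adjusted p = 0.34 and 0.69). The median in cells labelled IL1R1-KO was 0.39 without WT RT replicate 1 and 0.98 without WT RT replicate 2. It was 0.83 without IL1R1-KO RT replicate 1 and 0.73 without IL1R1-KO RT replicate 2. The numbers called higher in both KO lines depended on single libraries. None was called lower in IL1RAP-KO RT (3 at an unadjusted p under 0.05 from limma), but 1 was without WT RT replicate 1 and 2 without IL1RAP-KO RT replicate 1.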

Previous studies indicated that IR-induced activation of NF-κB in certain cancers was linked with tumor resistance to radiation (Ahmed & Li, 2008; Li & Sethi, 2010). NF-κB is recognized as a key feature in protecting cells from apoptosis across various cell types (Chen et al, 2002; Ahmed et al, 2013). Blocking NF-κB inhibited the adaptive radioresistance in murine epidermal cells (Fan et al, 2007). However, although the inhibition of NF-κB activation increases apoptotic response and decreases the growth and clonogenic survival of several human cancer cell lines, not all experiments demonstrate enhanced radiosensitivity with NF-κB inhibition. For instance, in prostate cancer cells, the inhibition of NF-κB by a negative super-repressor IκB mutant enhances apoptosis in DU145 (Flynn et al, 2003) but not in PC3 cells (Pajonk et al, 1999). These data suggest that the impact of NF-κB on cellular sensitivity to radio/chemotherapy is highly context dependent. Like wisely, our data suggest that knockout of NF-κB caused cells to resist radiation treatment (Fig 3D and E). Because the roles of NF-κB in tumor progression and/or responses to radio/chemotherapy are highly context dependent, extensive future studies are required before we can implement any strategy to target this pathway for cancer treatment.

On the other hand, our results suggest that targeting BCL2 family proteins may be a reliable way to enhance RT, especially in solid tumors. Extensive studies have already provided evidence supporting the roles of BCL2 family proteins such as Bcl2, Bcl-XL, and Mcl-1 in mediating resistance to apoptosis induced by chemotherapy or radiotherapy (Datta et al, 1995). Elevated BCL2 family proteins expression have been revealed in multiple human cancers, like gastric cancer (Park et al, 2015), ovarian cancer (Kurita et al, 2012; Xu et al, 2022), lung cancers (Haura et al, 2004), which are associated with chemoresistance, radioresistance, and poor prognosis. The ability of BCL2L1 to prevent apoptosis in response to chemotherapy-induced DNA damage and cell-cycle arrest has been implicated (Minn et al, 1995). Notably, BCL2L1 is considered the most potent member of its family inducing chemoresistance, and its expression level is regarded as an important indicator of chemotherapeutic efficacy (Cardenas et al, 2017). Therefore, an attempt to overcome radiation resistance against apoptosis by inactivating Bcl-XL is a very attractive approach for anticancer therapy.

In our whole-genome CRISPR/Cas9 screen, we uncovered both BCL2L1 and MCL1 as significant hits, suggesting that loss of these anti-apoptotic genes may show synthetic lethal interaction with RT. Indeed, we validated these results and showed that the BCL2L1 inhibitor A-1331852 and the MCL1 inhibitor S63845 enhanced RT (Fig 4A and B). In consistence with our study, Loriot and colleagues developed a novel BCL-2 and BCL2L1 inhibitor S44563 and found that it showed radiosensitization in small-cell lung cancer (Loriot et al, 2014). As both BCL2L1 and MCL1 belong to the BCL2 family, it is worth noting that A-1331852, which specifically targets Bcl-xL/BCL2L1, is a selective BH3 mimetic similar to ABT-199 (venetoclax) (Wang et al, 2020b). ABT-199 has been shown to enhance the efficacy of docetaxel in solid tumors (Leverson et al, 2015). In addition, S63845, a specific inhibitor of MCL-1, has shown promise in preclinical models of triple-negative breast cancer (Merino et al, 2017). In our study, we compared the BCL2L1 and MCL1 inhibitors with the BCL2 inhibitor ABT-199. Intriguingly, ABT199 did not significantly influence cell growth with or without radiation. However, A-1331852 induced cell death in combination with radiation (Fig 4A and B). These data are consistent with a previous study that a specific BCL2L1 inhibitor BXI-72, which does not target BCL-2 or MCL-1, overcomes acquired radioresistance in lung cancer (Park et al, 2013). The complexity of anti-cell death functions of BCL-2, MCL-1, and BCL-xL may be explained by differential reliance on these anti-apoptotic molecules, which may vary depending on cell types and/or triggers of cell death. It seems that different inhibitors targeting distinct BCL2 family proteins would show efficacy in various cancers depending on the expression of these anti-apoptotic proteins (Fig S2). Moreover, we demonstrated the efficacy of this combination therapy in suppressing tumor growth in vivo using a syngeneic model (Fig 5). Taken together, our findings suggest the potential of combining inhibitors targeting BCL2 family proteins with radiation as a strategy to enhance RT in breast and other solid cancers, which can be further tested in clinical trials.

## Materials and Methods

### Cell lines

MCF10A, MDA-MB-231, MDA-MB-468, Hs578T, and three mouse breast cancer cell lines 4T1, EMT6, EO771 were purchased from the American Type Culture Collection (ATCC). 293A, MDA-MB-231, MDA-MB-468, and EO771 cells were cultured in DMEM supplemented with 10% FCS (Sigma-Aldrich). Hs578T cells were grown in DMEM with 10% FCS and 0.01 mg/ml human insulin (Sigma-Aldrich). MCF10A normal breast epithelial cells were grown in DMEM/F12 medium supplemented with 20 ng/ml epithelial growth factor (EGF; Thermo Fisher Scientific), 100 ng/ml cholera toxin (Sigma-Aldrich), 10 μg/ml insulin (Sigma-Aldrich), 0.5 mg/ml hydrocortisone (Sigma-Aldrich), and 5% horse serum (Thermo Fisher Scientific). 4T1 cells were cultured in Roswell Park Memorial Institute 1640 medium with 10% FBS. EMT6 cells were grown in Waymouth MB 752/1 Medium with 2 mM L-glutamine and 15% FBS. All the cell lines were tested to verify that they were free of mycoplasma contamination.

### Antibodies and inhibitors

Antibodies used in this study are those for IL1RAP (73070S); IκBα, NF-κB1, and IKBKG (9936T); cleaved PARP (5625S); PARP (cat. 9542S); cleaved caspase-3 (9661S); and BCL-xL and BAX (9941T; all from Cell Signaling Technology); vinculin (V9264; Sigma-Aldrich); and GAPDH (sc-32233; Santa Cruz Biotechnology).

Inhibitor A-1331852 (HY-19741) was purchased from MedChemExpress. S63845 (21131) was purchased from Cayman Chemical. ABT-199 (S8048) was from Selleck Chemicals. IL-1α human recombinant (SRP3310) and IL-1β human recombinant (SRP3083) were purchased from Sigma-Aldrich.

### CRISPR/Cas9–based screening

The TKOv3 library contains 71,090 gRNAs, consisting of 70,948 gRNAs targeting 18,053 protein-coding genes (4 gRNAs/gene) and 142 EGFP-, LacZ-, and luciferase-targeted control gRNAs (Hart et al, 2017). This library was a gift from Dr Traver Hart (MD Anderson Cancer Center). The library generation and virus preparation were described previously (Tang et al, 2021). The screen was conducted as described before. Briefly, MCF10A cells were infected with the TKOv3 library lentivirus at at least one of ∼0.25 to maintain representation of every gRNA in at least ∼250 cells. 24 h later, cells were cultured with fresh medium containing puromycin (2 μg/ml) for selection. After selection, cells were cultured and passaged at about 200-fold coverage. At day 5, cells were treated with 20 Gy of irradiation and then divided into two groups. Cells were passaged every 3 d. At days 5, 12, and 19, 25 million cells were collected for genomic DNA extraction (QIAGEN kit). Polymerase chain reaction was performed to amplify gRNA inserts via primers harboring Illumina TruSeq adapters with i5 and i7 barcodes as described previously (Tang et al, 2021). The resulting libraries were sequenced using an Illumina HiSeq 2500 system. Model-based Analysis of Genome-wide CRISPR/Cas9 Knockout (MAGeCK) (Li et al, 2014) and DrugZ (Hart et al, 2015) analysis were conducted to calculate the difference in gRNA enrichment between the untreated group (day 5) and radiation-treated groups (days 12 and 19).

### RNA-seq and data analysis

MCF10A wild-type, *IL1R1*-KO, *IL1RAP*-KO cells (each with two biological replicates) with or without RT were collected. Total RNA was extracted (QIAGEN), and an Illumina TruSeq Stranded Total RNA Library Prep Kit was used to prepare the library after rRNA depletion. mRNA sequencing was conducted in NextSeq 550 (Illumina) to generate 75-bp paired ends. The data are publicly deposited (GSE236331).

For RNA sequencing data analysis, quality control and data filtering were preprocessed with Cutadapt software (version 1.15). STAR (version 2.5.3a) (Dobin et al, 2013) and the human reference genome (GRCh38) were used for genome mapping. Gene abundances were calculated by HTseq-count using the ENSEMBL v83 annotations. The raw read counts of retained genes, in which at least one sample >5 reads, were analyzed by DESeq2 software (Anders & Huber, 2010). *P*-values were customized by the Benjamini and Hochberg approach to control for FDR. Differentially expressed genes were defined as those with a fold change (FC) > 1.35 and FDR <0.05. Standard gene set enrichment analysis was conducted with a hypergeometric test using RDAVID Web-Service (version 1.19.0) (Fresno & Fernández, 2013).

### Radiation treatment

Cells were seeded in 10-cm dishes or six-well plates 1 d before RT, which was performed by a Precision X-RAD 320 Biological Irradiator. For a single high dose of RT, cells were irradiated at a single dose of 20 Gy or 10 Gy at one time. For conventional treatment, cells were treated at a dose of 2 Gy in one each of five consecutive days, followed by rest for 2 d, followed by another round of 2 Gy of irradiation in one each of consecutive days, which mimics a clinical radiation schedule. Inhibitors were added at indicated times with the described dose of radiation in corresponding figures. For immunoblot analysis, cells were harvested 72 h after the end of RT.

### Generation of KO cells

*IL1R1*-KO, *IL1RAP*-KO, and other KO cells used in this study were generated by using pLentiCRISPRv2 plasmids. gRNAs against target genes were designed by Synthego. Cells were transfected and selected with 2 mg/ml puromycin for 48 h after transfection. Then the pool cells were collected for further verification by immunoblotting. gRNA sequences used for the generation of KO cells are listed below:

*IL1R1*-KO1: sgRNA: CAAGCAATATCCTATTACCC.

*IL1R1*-KO2: sgRNA: TTTGTGTTGATGAATCCTGG.

*IL1RAP*-KO1: sgRNA: GCTGCGCTTGAGATCCTCAG.

*IL1RAP*-KO2: sgRNA: GTAAGGAGAAAGATGTGCTG.

*NFKB1*-KO1: sgRNA: ACAGCTGGATGTGTGACTGG.

*NFKB1*-KO2: sgRNA: ACTGGAAGCACGAATGACAG.

*IKBKG*-KO1: sgRNA: CGTCACCTGGGCTTTCACAG.

*IKBKG*-KO2: sgRNA: GAGGAGAATCAAGAGCTCCG.

*IKBKG*-KO3: sgRNA: TGGGCGAAGAGTCTCCTCTG.

### Western blot analysis

Cells were lysed in 1 × sodium dodecyl sulfate gel-loading buffer (50 mM Tris–HCl [pH 6.8], 2% sodium dodecyl sulfate, 10% glycerol, 4% β-mercaptoethanol, and 0.025% bromophenol blue) and boiled 10 min for further analysis. Samples were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis and analyzed by immunoblotting with indicated antibodies.

### Cell growth measurements

For the CellTiter-Glo Luminescent Cell Viability Assay (Promega), cells were seeded in 96-well plates with six replicates and treated as indicated. Luminescence detection was performed at indicated time points according to the standard protocol using a BioTek Synergy multimode microplate reader. For cell proliferation assays, cells were grown in 6-well or 12-well plates with indicated treatments. Cell numbers were counted with an automated cell counter (TC20; Bio-Rad) and calculated accordingly.

### Crystal violet staining and quantification assay

For the crystal violet staining and quantification assay, cells were seeded in 6-well plates or 12-well plates and treated with indicated treatments. Cells were maintained for indicated times. After the removal of media, cells were stained with crystal violet staining solution (Sigma-Aldrich) for 5–10 min at room temperature. The staining solution was then removed, and plates were gently washed by dipping into water several times and air dried overnight. For quantification, 1 ml of 10% of acetic acid was added into each well and incubated for 20 min on a shaker. A total of 100 μl of each sample was transferred to 96-well plate, and optical density was measured at a wavelength of 590 nm by a BioTek Synergy multimode microplate reader.

### Immunohistochemical staining and scoring

Slides deparaffinization, antigen retrieving, and blocking were performed according to protocols described previously (Yin et al, 2019). Anti–Ki-67 antibody was from Abcam (ab16667) and anti-cleaved caspase-3 was from was Cell Signaling Technology (9664S). Cell nuclei were stained with hematoxylin.

### Animal model

For in vivo syngeneic studies, 1 × 10^5^ 4T1 cells were subcutaneously injected into right flank of 6-wk-old female BALB/cJ mice (The Jackson Laboratory). Cells were suspended in PBS and mixed with Matrigel in a 1:1 ratio (volume) before injection. Eight mice were used per group. Mice were randomly assigned to four groups and were treated with vehicle control/PBS, radiation (a single dose of 5 Gy), inhibitor A-1331852 (406841; Medkoo), or the combination treatment. Drug treatment started as soon as the tumor became palpable. A concentration of 25 kg/mg A-1331852 was given by oral gavage daily for 2 wks except for 2 d without treatment at the end of each week. A-1331852 was dissolved in 60% Phosal 50 PG (HY-Y1903, MedChemExpress), 27.5% PEG400 (HY-Y0873A, MedChemExpress), 10% ethanol, and 2.5% dimethyl sulfoxide (Leverson et al, 2015). Radiation was administrated for 7 d when the tumor volume reached ∼100 mm^2^. The mice were anesthetized via isoflurane and positioned on a platform with a Cerrobend jig shielding the body. RT was performed using an image-guided small animal irradiator (X-RAD SmART; Precision X-Ray Inc.) with integrated cone beam computed tomography (CT; 60 kVp, 1 mA). The x-ray beam was operated at 225 kV, 20 mA. Cone beam CT images were acquired using a 2-mm aluminum filter. For radiation delivery, the beam was hardened using a 0.3-mm copper filter. A 15-mm collimator was used to deliver a dose of 5 Gy. Tumor sizes were measured by an electronic caliper twice a week starting at 6 d after injection. The tumor volume (V) was calculated by the formula: V = 1/2 × length × width^2^. Mice were euthanized by CO_2_ inhalation at the end of the experiment, and the tumors were excised for analysis. The animals were housed in pathogen-free facilities. All animal experiments were approved by the MD Anderson Cancer Center Animal Care and Use Committee.

### Statistical analysis

Data analyses were performed with unpaired *t* tests or one-way analysis of variance using GraphPad Prism software (version 8.0), unless otherwise noted. A *P*-value of <0.05 was considered statistically significant.

## Data Availability

The mRNA sequence data from this publication have been deposited to the GEO DataSets (https://www.ncbi.nlm.nih.gov/gds/) and assigned the identifier GSE236331.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

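The RNA of MCF10A cells was measured in 12 libraries, 2 each of untreated WT, IL1R1-KO and IL1RAP-KO cells and of the same 3 genotypes after 20 Gy. According to the authors, total RNA was depleted of ribosomal RNA, made into stranded libraries and sequenced in pairs of reads, which were trimmed with cutadapt 1.15, aligned to GRCh38 with STAR 2.5.3a and counted per gene with HTSeq. The values the authors deposited are TPM, printed in steps of 0.01 for 60675 genes: each column sums to the same total, so reads had been divided by gene length and scaled to that total. How the gene lengths were chosen was not stated. The 12 tables of single libraries equal their columns in the table of the whole series. Read counts were not available, so the depth of each library is unknown and no counting interval is given. Of the gene IDs, 60419 are in GENCODE v44, from which the positions were taken.

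The tests, groups, gene lists, thresholds and most alternatives were fixed before the data were examined, for read counts and a quasi-likelihood count model with trimmed mean factors (TMM). Because the files hold TPM, that model was replaced by a linear model on the log2 scale, and the trimmed mean scaling was kept. Unscaled TPM had been named for this model once the unit was known, and numbers of calls with unscaled TPM, with pseudocounts of 1 and 0.1, and with median-of-ratios factors were seen, with the paper's counts already read, before the scaled fit was made the reported one. The scaled fit was noted to be closer to the paper's counts, so its choice was not blind. TPM as deposited are therefore given as an alternative throughout. The fixed threshold of 2 log2 units for named genes was applied to scaled TPM instead of CPM.

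Genes with a TPM of at least 1 in at least 2 libraries were kept (15303 genes, 15253 of them in GENCODE v44; 30580 genes were above 0 in any library). Scaling factors were unweighted trimmed means of M values, with 30% of M values and 5% of A values trimmed at each end. Scaled TPM plus a pseudocount of 1 were taken as log2 and fitted with limma 3.58.1 in R 4.3.3 (6 group means, variance trend, 6 residual and 3.73 prior degrees of freedom; tables of samples were read with jsonlite 2.0.0). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The comparisons were each KO with WT, untreated and after RT, RT with untreated cells in each genotype, and the difference between the response to RT of each KO and that of WT (the interaction of genotype and RT, with the same thresholds). Genes labelled receptor-dependent were those higher in WT RT than in WT, lower in both KO lines after RT, and with a log2 change below that of WT in both interactions. The label names this pattern, and dependence on the receptors was not itself tested. Levels are means of scaled TPM with the SD of 2 libraries. The deviations of same-numbered libraries from their group means correlated at -0.06 to 0.10 (median 0.01) over 15 pairs of groups, so replicate number was used as a block only as an alternative.

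Gene lists were tested with camera of limma at a preset correlation of 0.01 between genes, and again with a correlation estimated from the residuals, whose adjusted p is the one printed; fry was a further alternative. P-values were adjusted over the lists within a comparison. The 34 lists were IL-1 and NF-κB pathway components, NF-κB target genes, chemokines and myeloid growth factors, antimicrobial proteins, acute phase and complement, type I interferon response, MHC class I antigen presentation, p53 target genes, mitosis, DNA replication, replication-dependent histones, non-homologous end joining, homologous recombination, anti-apoptotic and pro-apoptotic BCL2 family, senescence-associated secreted factors, keratinocyte differentiation, basal and luminal mammary epithelium, fibroblast, leukocyte and endothelial markers, heat shock proteins, metallothioneins, integrated stress response, aryl hydrocarbon receptor targets, cholesterol synthesis, epithelial-mesenchymal transition, immediate early genes, mitochondrially encoded mRNAs, small structural RNAs, housekeeping genes, and 2 lists of genes from the paper's CRISPR screen. Tables S3 and S4 of the paper had been read before the lists were put together. Genes named in the text came from a rule: genes the paper names and its complete Table S4 lists; the 10 highest and 10 lowest log2 fold changes past the threshold with a mean of at least 2 log2 units and no overlap between the libraries of the groups; and of each list up to 4 called members with the smallest adjusted p and up to 2 others with the highest mean.

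Genes called in any of the 7 comparisons of groups were clustered on z-scores of log2 values (Euclidean distance, complete linkage, 4 clusters). Lists of called genes were intersected, with the number that independent lists would share, and where comparisons use the same WT libraries, overlaps and covariances were set beside 50 simulations of unchanged groups.

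The pipeline was tested on simulated data with 50 genes changed at each of 4 folds, among the 13852 to 13865 simulated genes that passed the filter. For RT in WT, 40%, 76%, 90% and 94% were recovered by the adjusted p alone at folds of 1.5, 2, 3 and 4, with 9 false among 159. For IL1R1-KO RT against WT RT these were 30%, 86%, 96% and 98%, with 12 false among 167, and for the interaction 6%, 50%, 92% and 94%, with 6 false among 127. Calls that also need a fold over 2 recovered 0%, 38%, 86% and 94% (1 false among 110), 2%, 30%, 92% and 98% (6 among 117), and 0%, 26%, 92% and 94% (5 among 111). Of 34 simulated lists, the 1 that was moved was called and none of the others was. With 1 moved list, this does not show how the list test with an estimated correlation performs on co-regulated genes.

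Alternatives changed the scaling (median-of-ratios factors, TPM as deposited), the filter, the libraries fitted, the fold threshold, the replicate block, the list test, the clustering, and each library in turn. A pseudocount of 0.1 on the log2 scale for all genes and scaling to nuclear protein-coding genes were added after the data were seen. A gene-level comparison with Table S3 was set up with its values in view.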

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

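All tests of explanations in this part were chosen only after the results were seen. The differences in the response to RT below were tested as the interaction of genotype and RT. The explanations for the NF-κB targets were instead tested on levels after RT, in KO RT against WT RT.

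NF-κB target genes as a list had lower log2 changes after RT in the KO lines than in WT, and they were part of a wider set of genes whose response differed. In IL1R1-KO 142 genes had a lower log2 change than in WT (a smaller rise or a larger fall) and 79 a higher one, and in IL1RAP-KO 101 had a lower and 24 a higher one (adjusted p under 0.05 from limma and a difference over 1 in size). A difference in scaling or RNA composition between the groups does not account for the lower NF-κB targets after RT, because scaling moves all genes by about the same amount, and the list median lay below that of all genes by at least 1.55 in both KO lines (a difference of -1.55 at the nearest to 0). The scaling largely cancels in this difference, so the 4 scalings tried add nothing to it. Nor does the library with the most mitochondrial RNA, because without IL1RAP-KO RT replicate 2 the list median in IL1RAP-KO RT against WT RT was -1.70. Both values compare levels after RT, which include the lower levels already present in untreated KO cells, so they do not test the response itself. That the receptors drive part of the response stays a hypothesis that no test here decides. Other differences between the KO lines and WT cells were not tested.

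The interaction counts depend on single libraries. In IL1R1-KO the lower log2 changes were 77, 79, 73 and 84 without WT replicate 1, WT replicate 2, WT RT replicate 1 and IL1R1-KO RT replicate 1. The higher were 27, 29, 49, 22, 27 and 21 without WT replicate 1, WT replicate 2, IL1R1-KO replicate 1, WT RT replicate 1, IL1R1-KO RT replicate 1 and IL1R1-KO RT replicate 2. In IL1RAP-KO the lower were 48, 40, 46, 49, 37 and 432, and the higher 8, 5, 8, 7, 8 and 183, without WT replicate 1, WT replicate 2, IL1RAP-KO replicate 1, IL1RAP-KO replicate 2, WT RT replicate 1 and IL1RAP-KO RT replicate 1, and the higher were 13 without IL1RAP-KO RT replicate 2. They also depend on scaling, as given under the processing alternatives.

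The integrated stress response list had higher log2 changes after RT in the KO lines than in WT, by a median log2 difference of 0.96 in IL1R1-KO and 0.52 in IL1RAP-KO. The replication-dependent histone list did so by 0.53 and 0.41 (adjusted p = 0.019 and 0.045 with an estimated correlation), although 1 member, H4C8 (named after its values were seen), was called in IL1R1-KO, a call lost without any 1 of the compared libraries except IL1R1-KO replicate 1, and none in IL1RAP-KO (5 at an unadjusted p under 0.05 from limma). KRT14, a keratin of basal epithelial cells, fell after RT in WT by a log2 change of -1.50 and differed from that response by 2.04 in IL1R1-KO (standard error 0.2, adjusted p = 9.7e-04 from limma) and by 1.36 in IL1RAP-KO (adjusted p = 0.013). In IL1RAP-KO the KRT14 difference lost its call without WT replicate 1 (adjusted p = 0.061), WT replicate 2 (0.069), IL1RAP-KO replicate 1 (0.053), IL1RAP-KO replicate 2 (0.071) or WT RT replicate 1 (0.082), all from limma. Mitochondrial transcripts, which the paper does not discuss, took at least 36.9% of the TPM in each irradiated library, above the 21.1% of the highest untreated one. Cholesterol synthesis genes, also outside the paper's discussion, were lower in WT RT than in WT in 15 of 20.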

How the results depend on the processing

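Scaling to nuclear protein-coding genes and a pseudocount of 0.1 for all genes were tried only after the results were seen. Of 148 comparisons of a set of genes picked for naming, 124 were called by the adjusted p and the fold together. Of these, 101 stayed so under every alternative run for them. The set holds some genes not otherwise named (among them KLK7, SAA2 and IFIT1) and lacks some that are (among them TOP2A, H4C8 and SESN2). Over all 1732 alternative values, 1636 kept the call or the lack of it, 88 lost it (18 by the fold alone) and 8 gained it. By the adjusted p alone 93 fell short, 12 newly passed and none turned. Every gene count stayed within 1.5 times its value with median-of-ratios scaling and with the replicate block. The NF-κB target list was lower in both KO lines after RT by camera with the preset and the estimated correlation, by fry, without members shared with other lists, with the replicate block and with TPM as deposited, and 31 to 34 of its 49 genes were lower when any 1 library was left out. Sequencing depth is unknown, because TPM do not hold it, so what depth limits could not be tested. With 2 libraries per group, leaving out 1 leaves a lone library that is assumed to vary like those of the other groups. Not run, because they need read counts, were a filter on counts, the paper's DESeq2 on all libraries or per pair, a weighted count model, thinning of counts, scaling by total counts alone, and clustering of genes from such fits. For the changed values below, fewer or more genes pass by construction where the fold threshold, the filter or the number of libraries changed, and otherwise the cause was not tested.

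Scaling moved the median log2 fold change of all genes. With TPM as deposited it was 0.23 and -0.07 in the KO lines (IL1R1-KO, then IL1RAP-KO) after RT against WT RT, and after RT against untreated -0.21 in WT, 0.03 in IL1R1-KO and -0.28 in IL1RAP-KO. With nuclear protein-coding scaling these medians were 0.31, 0.24, 0.10, 0.40 and 0.33. With TPM as deposited, 374 genes were higher in IL1R1-KO RT than in WT RT and 53 in IL1RAP-KO RT. RT raised 718 and lowered 1652 genes in WT, raised 733 and lowered 2532 in IL1RAP-KO, and raised 345 in all 3 genotypes. Genes with a higher and a lower log2 change after RT than in WT were 134 and 79 in IL1R1-KO and 6 and 65 in IL1RAP-KO. With nuclear protein-coding scaling, 535 and 368 genes were higher in the KO lines after RT, 1 was higher in untreated IL1RAP-KO, RT raised 2736 and lowered 566 in IL1R1-KO and raised 2404 and lowered 685 in IL1RAP-KO. It raised 813 and lowered 390 in all 3, and 410 and 138 genes had a higher log2 change in the KO lines than in WT. With a pseudocount of 0.1, 861 genes rose in all 3, 67 had a lower log2 change in IL1RAP-KO and the receptor-dependent set held 35.

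With a fold over 1.35, 646 genes were higher and 874 lower in IL1R1-KO RT than in WT RT, and 722 and 1121 in IL1RAP-KO RT. RT raised 2728 and lowered 3025 in WT, 3105 and 3401 in IL1R1-KO, 3178 and 3588 in IL1RAP-KO, and 1638 and 2186 in all 3. Higher and lower log2 changes were 124 and 288 in IL1R1-KO and 46 and 157 in IL1RAP-KO. With no fold threshold the same counts were 743 and 1124, 891 and 1374, 3047 and 3600, 3457 and 3923, 3549 and 4121, 1877 and 2701, 124 and 289, and 46 and 157. Without the filter on low values, 8 genes were lower in untreated IL1RAP-KO and 39 had a higher log2 change after RT in IL1R1-KO. With the compared libraries fitted alone, 1 gene was higher and 6 lower in untreated IL1R1-KO, 2 were higher in untreated IL1RAP-KO, 28 were higher and 147 lower in IL1RAP-KO RT than in WT RT, and 15 had a higher log2 change after RT in IL1RAP-KO.

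The cluster highest in WT RT held 272 genes with Ward linkage, 257 of them among the 490 reported. With 1 minus the Pearson correlation and average linkage, and with genes taken at a fold over 1.35, the clusters picked held 1871 and 4455 genes. They were different ones, sharing 5 genes and 1 gene with the 490. Their group means are not given, so they are not shown to be highest in WT RT. Of the list tests, 149 passed with the preset correlation and 63 with an estimated one. The NF-κB list after RT within a KO line went from adjusted p = 0.0071 to 0.13 in IL1R1-KO and from 0.013 to 0.19 in IL1RAP-KO with limma, and to 0.078 in the latter without members shared with other lists. Correlations of the response to RT (WT with IL1R1-KO, WT with IL1RAP-KO, and the KO lines with each other) were 0.85, 0.86 and 0.91 in genes with a mean of at least 2 on the log2 scale, 0.77, 0.78 and 0.84 with a pseudocount of 0.5, and 0.82, 0.83 and 0.90 with one of 5, where the KO lines against WT RT correlated at 0.81.

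With each library left out in turn, the ranges were as follows. In untreated IL1R1-KO 2 to 18 genes were higher and 8 to 39 lower, and in untreated IL1RAP-KO 0 to 2 and 5 to 6. In IL1R1-KO RT against WT RT 81 to 215 were higher, and in IL1RAP-KO RT 51 to 286 were higher and 182 to 621 lower. Higher log2 changes were 21 to 106 and lower 73 to 136 in IL1R1-KO, and 5 to 183 and 37 to 432 in IL1RAP-KO. The receptor-dependent set held 28 to 94 genes and the cluster 159 to 496 (98 of the 159 among the 490). IL1RAP in untreated IL1RAP-KO changed by -1.94 to -1.74, past the fold threshold but short of that on the adjusted p each time. The correlations ran from 0.75 to 0.80 (WT with IL1R1-KO), 0.74 to 0.81 (WT with IL1RAP-KO), 0.81 to 0.86 (KO lines) and 0.65 to 0.80 (KO lines against WT RT). Counts of genes changed by RT in each genotype and in all 3 stayed within 1.5 times their values.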

Differences from the paper's values

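The pseudocount of 0.1 and the scaling to nuclear protein-coding genes were tried only after the results were seen, and the genes compared with Table S3 were chosen with its values in view. The counts of the paper were taken from Table S3, at the thresholds of its results section (FDR under 0.05, fold change over 2); its methods name a fold over 1.35. These counts are not at one threshold with those here, because the paper's fold is on another scale. The smallest size in the fold change column of Table S3 is 1.00 in both KO lines after RT, as at a cut of 2-fold on that column, and for each gene listed the column is smaller than the log2 ratio of the paper's counts (3 of 3, 1 of 1, 310 of 310 and 194 of 194 genes). In untreated IL1R1-KO the smallest size is 1.00 in the column and 2.24 from the counts. All counts below are at a fold over 2 unless a fold is named.

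In untreated cells, no gene was higher in IL1R1-KO than in WT in the paper (0) and 3 were here, and 3 were lower in the paper and 18 here. In IL1RAP-KO 1 gene was lower in the paper and 14 here. Of the alternatives set before the data were examined (median-of-ratios scaling, TPM as deposited, no filter on low values, a fold over 1.35, no fold threshold, the compared libraries alone, the replicate block and each library left out), none brought these 3 counts within 1.5 times the paper's. All 3 genes that the paper lists as lower in IL1R1-KO and the 1 in IL1RAP-KO were called lower here. Of the 3, TNFAIP3 lost its call without the filter on low values (adjusted p = 0.067), WT replicate 1 (0.14), WT replicate 2 (0.23) or IL1R1-KO replicate 1 (0.16), all from limma.

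After RT, 82 genes were higher in IL1R1-KO than in WT RT in the paper and 180 here. The count came within 1.5 times the paper's without WT RT replicate 1 (81) and without IL1R1-KO RT replicate 2 (111), and not under the other alternatives set before the data were examined. In IL1RAP-KO 23 genes were higher in the paper and 126 here. Of the alternatives set before the data were examined, fitting the compared libraries alone (28) brought it within 1.5 times, although fewer of the paper's genes were then called (131 against 173 of 194), and the others did not. The paper has 171 genes lower in IL1RAP-KO RT, and 316 were called here. This came within 1.5 times with the compared libraries alone (147), without WT RT replicate 1 (182) and without IL1RAP-KO RT replicate 2 (236), and not under the others set before the data were examined. Of the paper's 310 genes in IL1R1-KO RT, 305 were tested here, 304 had the same direction and 265 were called (285 at the adjusted p alone). Of its 194 genes in IL1RAP-KO RT, 191 were tested, 191 had the same direction and 173 were called (186 at the adjusted p alone). Genes of the paper's that were not called here were called under other settings: in IL1R1-KO RT 20 with a fold over 1.35 or no fold threshold (dropping 0 of those called here), 8 with the compared libraries alone (dropping 4), 8 without WT RT replicate 2 (37), 6 with TPM as deposited (35), 6 without IL1R1-KO RT replicate 1 (37), 5 without IL1R1-KO RT replicate 2 (31), 4 with median-of-ratios scaling (1), 2 without WT RT replicate 1 (70) and 1 with the replicate block (0). In IL1RAP-KO RT 13 were added by a fold over 1.35 or no fold threshold (dropping 0), 5 without IL1RAP-KO RT replicate 2 (dropping 15), 4 without WT RT replicate 2 (24) and 2 with the compared libraries alone (44). There 1 each was added with median-of-ratios scaling (dropping 1), without WT RT replicate 1 (41) and without IL1RAP-KO RT replicate 1 (2). A pseudocount of 0.1 and nuclear protein-coding scaling, chosen after the values were seen, added 7 and 3 there and dropped 7 and 19.

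The fold change column of Table S3 is smaller in size than the ratio of the mean normalized counts in the same table: over the genes listed, the medians of the sizes are 1.38 in the column and 1.78 from the counts in IL1R1-KO RT, and 1.36 and 1.94 in IL1RAP-KO RT, against 1.45 and 1.65 here. A first comparison with that column differed for nearly every gene, and the comparison was then put on the scale of the log2 ratio of the paper's counts. On that scale SOD2 in both untreated KO lines, CXCL1 and CXCL8 in both KO lines after RT, and LTF and CYP1A1 in IL1RAP-KO RT did not differ.

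CXCL1 in untreated IL1R1-KO was at -3.53 in the paper (-1.01 in its column) and -3.09 here. TNFAIP3 was at -2.74 in the paper and -2.15 here. For both genes no alternative set before the data were examined brought the value within the larger error, and a pseudocount of 0.1, chosen after the values were seen, did (-3.44 and -2.48), dropping none of the paper's 3 genes. LTF in IL1R1-KO RT was at -8.37 in the paper (-4.46 in its column) and -7.77 here. It came within the error without WT RT replicate 2 (-8.10) and with a pseudocount of 0.1 (-8.16, chosen after the values were seen, adding 15 and dropping 16 of the paper's 310 genes relative to the reported fit), and not under the others set before the data were examined. CYP1A1 in IL1R1-KO RT was at 3.07 in the paper (2.61 in its column, near the 2.63 here). On the scale of the counts it came within the error with TPM as deposited (2.87) and without IL1R1-KO RT replicate 2 (2.78), with a pseudocount of 0.1 (2.83) and nuclear protein-coding scaling (2.97), both chosen after the values were seen (the latter dropped 50 of the paper's genes and added 9), and not under the others. IL1RAP in IL1RAP-KO RT was at -1.41 in the paper (-1.10 in its column) and -0.87 here. It came within the error without IL1RAP-KO RT replicate 2 (-1.25), and not under the others set before the data were examined.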

Other observations

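The tests of explanations for the interferon genes and for IL1R1 mRNA, and the scaling to nuclear protein-coding genes, were chosen only after the results were seen. The gene lists in this part were fixed before the data were examined, with Tables S3 and S4 already read.

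Some senescence-associated secreted factors and some genes of keratinocyte differentiation were also changed by RT. For RT against untreated cells with an estimated correlation, the senescence list passed only in WT and the keratinocyte list only in IL1R1-KO. Of 17 senescence-associated factors, 12 rose and 1 fell in WT (median log2 fold change of 1.65), and 8 and 9 rose in IL1R1-KO and IL1RAP-KO (adjusted p = 0.012, 0.064 and 0.066 with an estimated correlation). After RT 7 were lower than in WT RT in each KO line (adjusted p = 0.0069 and 0.0088 with an estimated correlation), and 1 was higher in IL1R1-KO, a count of 0 without WT RT replicate 1 or IL1R1-KO RT replicate 2. Several members are also on the chemokine and NF-κB lists. Of 21 keratinocyte differentiation genes, 8 rose and 1 fell in WT (adjusted p = 0.21 with an estimated correlation; 0 fell without WT replicate 2 or WT RT replicate 1), and 9 and 7 rose in the KO lines (10 in IL1R1-KO when adjusted over the list alone; adjusted p = 0.033 and 0.11). Of metallothioneins, 4 of 4 were lower in IL1R1-KO RT than in WT RT (adjusted p = 0.022 with an estimated correlation) and 3 in IL1RAP-KO RT (adjusted p = 0.062). The aryl hydrocarbon receptor target CYP1A1, a cytochrome P450, rose by log2 fold changes of 2.00, 3.94 and 4.23 after RT in WT, IL1R1-KO and IL1RAP-KO. It was the 1 of 6 such targets called higher in IL1R1-KO RT than in WT RT, and in IL1RAP-KO RT, where the call was lost without WT RT replicate 1 (adjusted p = 0.055 from limma).

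BCL2L1, which encodes the survival protein that the paper targets with inhibitors, went from 47.5 ± 1.92 to 64.8 ± 0.214 scaled TPM after RT in WT (SD, n = 2; log2 fold change of 0.44, adjusted p = 0.053 from limma), which passed the adjusted p with median-of-ratios scaling (0.039), nuclear protein-coding scaling (0.022) and the compared libraries alone (0.0031). It rose by 1.23 in IL1R1-KO (adjusted p = 2e-04 from limma) and changed by 0.58 in IL1RAP-KO (adjusted p = 0.014, short of the fold threshold). The differences from the response of WT, 0.79 and 0.14, did not pass (adjusted p = 0.11 and 0.79 from limma). MCL1 changed by -0.87, -0.54 and -0.54 in WT, IL1R1-KO and IL1RAP-KO, and BAX by 0.19, 0.14 and -0.24. Of 4 anti-apoptotic BCL2 family genes, BCL2L1 in IL1R1-KO was the 1 called after RT in any genotype (with TPM as deposited MCL1 was also called in WT, at -1.13), and of 10 pro-apoptotic ones 1, 3 and 1 rose and 1 fell in IL1RAP-KO (2 without IL1RAP-KO replicate 1 and 3 without IL1RAP-KO RT replicate 1).

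Other lists were tested after RT in WT, IL1R1-KO and IL1RAP-KO in that order, and none of those in this paragraph passed with an estimated correlation. Of 15 MHC class I antigen presentation genes 6, 9 and 4 rose. Of 12 non-homologous end joining genes 1 rose in each genotype, and 2 fell in IL1R1-KO and 1 in IL1RAP-KO. Of 12 heat shock genes 1, 3 and 1 fell, and 2 rose in WT and 1 in IL1RAP-KO. Of 11 epithelial-mesenchymal transition genes 5, 3 and 2 fell, and 1 rose in WT and 1 in IL1RAP-KO. Of 10 immediate early genes 1, 2 and 1 rose and 1, 1 and 1 fell. Of 10 basal mammary epithelium markers 2, 1 and 1 fell and 1 rose in WT, and of 9 luminal ones 2, 2 and 1 rose and 2, 1 and 3 fell. Of 12 housekeeping genes 3, 7 and 7 fell. Many of these small counts moved when 1 library was left out. In WT, end joining genes that rose became 0 without WT replicate 1 or WT RT replicate 2. Heat shock genes that fell became 2 without either of these, and luminal markers that rose became 0 without WT replicate 2 and 1 without WT RT replicate 2. In IL1R1-KO, without IL1R1-KO replicate 2, end joining genes that rose became 0, 1 MHC gene fell and 1 basal marker rose. Without IL1R1-KO replicate 1, 1 heat shock and 1 epithelial-mesenchymal transition gene rose and 2 luminal markers fell. Without IL1R1-KO RT replicate 2, 1 transition gene rose and 2 luminal markers fell, and without IL1R1-KO RT replicate 1 no basal marker fell. In IL1RAP-KO, without IL1RAP-KO RT replicate 2, 2 heat shock genes rose and 2 fell, 4 transition genes fell, 2 immediate early genes rose and no basal marker fell. Without IL1RAP-KO RT replicate 1, 3 end joining and 2 immediate early genes fell, and without IL1RAP-KO replicate 1 2 immediate early genes rose.

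The lists also held markers of cell types other than epithelium. Of 3 fibroblast markers 1 rose in each genotype, of 5 leukocyte markers 2 fell in each and 1 rose in IL1RAP-KO, and of 4 endothelial markers none was called (3 higher in each genotype at an unadjusted p under 0.05 from limma). Of 5 small structural RNAs 1 fell, in IL1RAP-KO (0 when adjusted over the list alone). Of 14 hits of the CRISPR screen that the paper names, 1 fell in WT and 1 rose in IL1R1-KO, and of 8 complex I assembly genes of that screen 1, 2 and 2 fell. The leukocyte marker that rose was lost without IL1RAP-KO RT replicate 2. An endothelial marker rose in WT without WT replicate 2, in IL1R1-KO without IL1R1-KO replicate 2, and in IL1RAP-KO without IL1RAP-KO replicate 1 or IL1RAP-KO RT replicate 2. Of the small structural RNAs, 1 rose in WT without WT replicate 1 and 1 fell without WT replicate 2, and 2 fell in IL1R1-KO without IL1R1-KO replicate 1. In IL1RAP-KO 2 fell without IL1RAP-KO RT replicate 1, and 0 without any 1 of the other 3 libraries. Of the screen hits, 0 fell in WT without WT replicate 2, 2 rose in IL1R1-KO without IL1R1-KO RT replicate 2, and 1 rose in IL1RAP-KO without IL1RAP-KO replicate 1 or IL1RAP-KO RT replicate 1. Of the complex I assembly genes, 1 fell in IL1R1-KO without IL1R1-KO replicate 2.

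Of 42 interferon-response genes, 12 were called higher in IL1R1-KO RT than in WT RT, but that number depended on single libraries. The list median was 0.83 without IL1R1-KO RT replicate 1 and 0.73 without IL1R1-KO RT replicate 2. A difference in scaling or RNA composition moves all genes by about the same amount. With all libraries fitted, the list median lay above that of all genes by 0.71 at the nearest to 0, which argues against that explanation. The scaling largely cancels in this gap, so the 4 scalings tried add nothing to it. Without WT RT replicate 1 the list median was 0.39, so the argument rests in part on that library. A chance difference of 1 co-regulated group of genes between few libraries stays open and is a candidate explanation, because the list test that estimates the correlation between genes gave an adjusted p = 0.34. The 2 WT RT libraries differed in the mean log2 level of the list (4.13 and 4.85, against 5.22 and 5.33 in IL1R1-KO RT), and the list median was 0.39 without WT RT replicate 1 and 0.98 without WT RT replicate 2. A biological difference between IL1R1-KO and WT cells was not tested further.

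IL1R1 mRNA was not lower in the libraries labelled IL1R1-KO. Unedited cells alone under that label are argued against by the NF-κB target list, whose median in untreated IL1R1-KO against WT was -0.81. Some unedited cells within a selected pool were not tested for. A swap of the IL1R1-KO and IL1RAP-KO labels is argued against by IL1RAP, which changed by -0.06 in the libraries labelled IL1R1-KO and was lower in those labelled IL1RAP-KO. An insertion or deletion that leaves the mRNA level as it was may account for it and could not be tested, because the files hold no reads.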
